# Transgenerational Self-Reconstruction of Disrupted Chromatin Organization After Exposure To An Environmental Stressor in Mice

**DOI:** 10.1038/s41598-019-49440-2

**Published:** 2019-09-10

**Authors:** Carlos Diaz-Castillo, Raquel Chamorro-Garcia, Toshi Shioda, Bruce Blumberg

**Keywords:** Transcriptomics, Obesity

## Abstract

Exposure to environmental stressors is known to increase disease susceptibility in unexposed descendants in the absence of detectable genetic mutations. The mechanisms mediating environmentally-induced transgenerational disease susceptibility are poorly understood. We showed that great-great-grandsons of female mice exposed to tributyltin (TBT) throughout pregnancy and lactation were predisposed to obesity due to altered chromatin organization that subsequently biased DNA methylation and gene expression. Here we analyzed DNA methylomes and transcriptomes from tissues of animals ancestrally exposed to TBT spanning generations, sexes, ontogeny, and cell differentiation state. We found that TBT elicited concerted alterations in the expression of “*chromatin organization*” genes and inferred that TBT-disrupted chromatin organization might be able to self-reconstruct transgenerationally. We also found that the location of “*chromatin organization*” and “*metabolic*” genes is biased similarly in mouse and human genomes, suggesting that exposure to environmental stressors in different species could elicit similar phenotypic effects via self-reconstruction of disrupted chromatin organization.

## Introduction

There is currently an obesity pandemic; 39.8% of the US adult population is clinically obese (body mass index >30 kg/m^2^)^1^ adding substantially to healthcare costs^2^. Identifying the full spectrum of factors that may predispose to obesity is key for its treatment and prevention. Obesogens are environmental stressors that promote adiposity by altering fat cell number, size, homeostasis and/or hormonal regulation of metabolism, appetite, and satiety^3^. Although there is a paucity of information regarding human exposure to obesogens, an important recent study revealed that individuals with the highest levels of perfluorinated compounds in plasma had lower resting metabolic rates and regained lost weight more quickly after cessation of a weight-loss program^4^. A number of environmental chemicals were shown to exert obesogenic effects in animal models, in directly exposed animals and in some cases on their unexposed descendants. However, the mechanisms through which most of these chemicals act remain poorly understood^5,6^.

One obesogen that has been extensively studied in our lab and elsewhere is tributyltin (TBT). TBT was used as antifouling agent with strong biocidal activity, as a fungicide, wood preservative and occurs as a contaminant in vinyl plastics^7–10^. TBT was found in human blood at concentrations between 3 nM-260 nM, in house dust, and continues to contaminate sea food, suggesting that human exposure occurs via inhalation and ingestion^11–16^. One study from a Finnish cohort of newborn boys showed a positive association between levels of TBT in placentas and increased body weight in the first 18 months of life^17^. TBT activates the peroxisome proliferator-activated receptor gamma (PPARγ) and its heterodimeric partner, the retinoid X receptor (RXR), which together regulate adipogenic commitment and differentiation^18–20^. We showed that prenatal TBT exposure leads to increased fat storage and the commitment of multipotent mesenchymal stem cells (MSCs) to the adipogenic lineage in mice^19–24^. TBT exposure in adult rats resulted in altered hypothalamic-pituitary-gonadal axis and increased fat storage in the female gonads^25–28^. Animals ancestrally exposed to TBT showed increased white adipose tissue (WAT) mass, white adipocyte number and size, increased commitment of MSCs to the adipocyte lineage, and significant hepatic steatosis^22^. We reproduced these findings in a separate transgenerational experiment and showed that F4 male descendants of TBT exposed dams had increased plasma leptin levels and accumulated significantly more fat than control animals when their diets where switched from a standard diet (13.2% Kcal from fat) to a diet with a slightly higher content of fat (21.6% Kcal from fat). Moreover, their ability to mobilize stored fat during fasting was impaired^21^.

To gain a deeper understanding of the molecular mechanisms underlying TBT-dependent transgenerational obesity, we performed integrative analyses of DNA methylomes and transcriptomes of F4 male gonadal WAT (gWAT) and F3/F4 sperm chromatin accessibility from animals ancestrally exposed to TBT and controls^21^. The initial focus of these analyses was on potential associations between alterations in the DNA methylation state of promoter regions and the expression of genes relevant to metabolic disorders. However, the number of DNA methylation alterations located in promoter regions was negligible and had no obvious relationship to alterations in gene expression. Next, we followed a less gene-centric approach to identify potential larger-scale DNA methylation and transcriptomic alterations. We identified regions in gWAT DNA that were punctuated by either hypo- or hyper-methylated blocks of DNA in TBT samples when compared to controls and denoted these as iso-directional differentially methylated blocks (isoDMBs)^21^. We observed that alterations in TBT-dependent DNA methylome, transcriptome, and chromatin accessibility were distributed dichotomously with respect to genomic regions of biased base composition. GC-enriched genomic regions were preferentially associated with hypomethylated isoDMBs and increased expression of metabolically-relevant genes in gWAT; these regions were less accessible (as measured by ATAC-seq) in F3/F4 sperm. In contrast, AT-enriched regions were preferentially associated with hypermethylated isoDMBs in gWAT and were more accessible in F3/F4 sperm. We proposed that ancestral exposure to the environmental stressor TBT resulted in disruptions of higher order chromatin organization that (i) subsequently biased genomic traits such as DNA methylation, chromatin accessibility or gene expression, (ii) was propagated through development and across generations, and (iii) predisposed descendants of exposed individuals to metabolic disorders^21^.

Understanding the mechanisms through which effects of environmental exposures can be transmitted to future generations is key to fully comprehend environmental components of human diseases. To further investigate our proposed model of how the putative TBT-dependent disruption of chromatin organization was transmitted through development and across generations, we expanded the integrative analysis of DNA methylome and transcriptome to five additional tissues harvested as part of a transgenerational experiment examining the effect of the ancestral exposure to TBT (Fig. 1)^21^. These tissues included male and female MSCs from F3 and F4 generations and gWAT and liver from F4 males (Fig. 1B). This panel of tissues spans relevant biological variables such as generation (F3 and F4), sex (females and males), ontogeny (endoderm-derived liver vs. mesoderm-derived MSCs and gWAT) and differentiation status (undifferentiated MSCs vs. differentiated adipocytes in gWAT). If TBT caused disruptions of chromatin organization that subsequently biased other genomic traits and were propagated through development and across generations, we would expect that biases in DNA methylation, chromatin accessibility or gene expression should be observed in a broader range of tissues. The gWAT analysis was included here for comparison with our published study^21^. Transgenerational disruption of chromatin organization will be used to refer to this transgenerationally propagated disruption of higher order chromatin organization caused by the ancestral exposure to environmental stressors in the discussion that follows. A key point is that all our biological replicates were from individuals from different litters (i.e., were not siblings or even cousins), thus, they represent bona fide biological replicates. We further note that gWAT, liver and MSCs samples consist of heterogeneous cell populations; therefore, future analyses will be needed to fully understand potential specific effects of TBT on each cell population. This analysis allowed us to assess the dynamics of TBT-dependent variations in chromatin organization through mitosis, meiosis, epigenetic reprogramming and developmental transitions. Therefore, we could make strong inferences on how the putative TBT-dependent disruption of chromatin organization was propagated through development and across generations (Fig. 1B).

**Figure 1:**
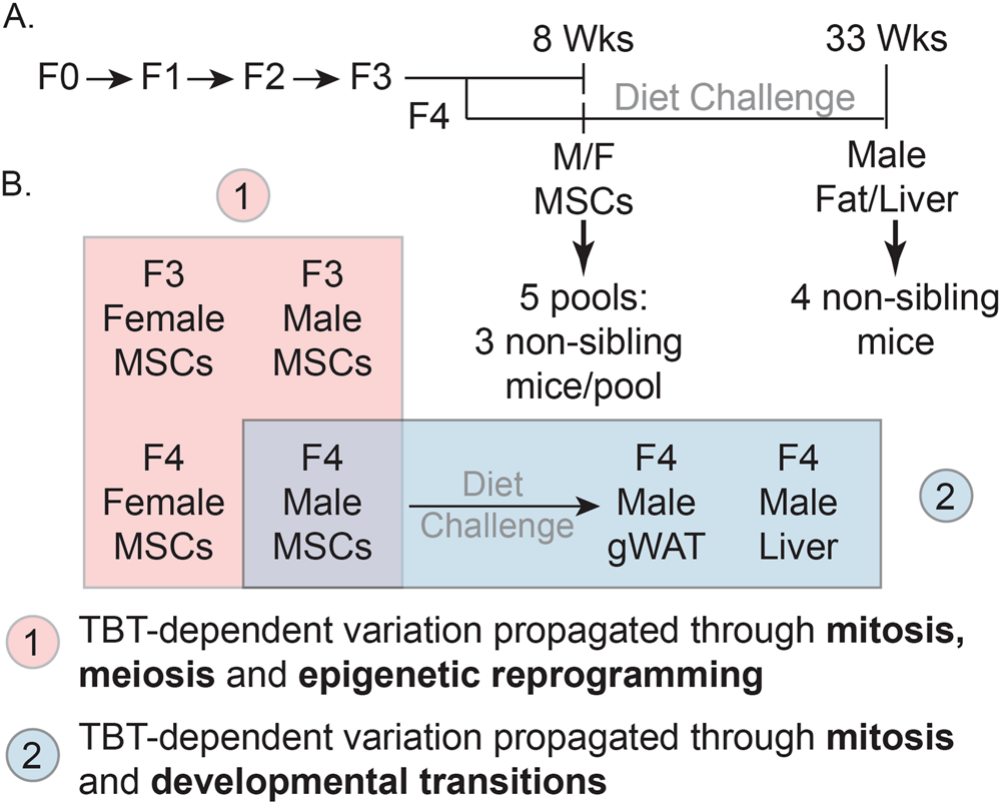
Experimental and analytical design for the study of the intergenerational and developmental dynamics of TBT-dependent variation of DNA methylomes and transcriptomes. (**A**) Experimental design of a TBT-based transgenerational study previously described in^21^. F0 females were exposed to the obesogen TBT via the drinking water. Six F3 and F4 tissues were harvested and processed for DNA methylome and transcriptome analyses. Mesenchymal stem cells (MSCs) were obtained from 8 weeks old F3 and F4 female and male femurs and tibias. Liver and gonadal white adipose tissue (gWAT) were harvested from 33 week old males that had been exposed to a diet challenge. (**B**) Analytical design for the study of the intergenerational and developmental dynamics of TBT-dependent variation of DNA methylomes and transcriptomes. TBT-dependent variation of DNA methylomes and transcriptomes for each tissue was inspected using MBD-seq and RNA-seq, respectively. Names used for each tissue make reference to their generation (F3, F4), sex (F: female, M: Males), and tissue (MSCs, gWAT, and liver). The integrative analysis of TBT-dependent variation of DNA methylomes and transcriptomes for MSCs in F3/F4 females and males would permit inspecting their dynamics through mitosis, meiosis, and epigenetic reprogramming events. The integrative analysis TBT-dependent variation of DNA methylomes and transcriptomes for F4 male MSCs, gWAT and liver would permit inspecting their dynamics through mitosis, and developmental transitions.

Consistent with our previous findings, we observed TBT-dependent disruption of chromatin organization in all tissues under consideration. We inferred that the transgenerational propagation of TBT-dependent disruption of chromatin organization cannot depend exclusively on the faithful replication of altered epigenetic marks, but instead might be able to self-reconstruct in each generation. We also observed similarities between mouse and human genomes with regard to the distribution of genes associated with chromatin organization and metabolic traits and regions of genomic sequence biased toward elevated GC content. This similarity in gene distribution points to the possibility that environmental stressors such as TBT exposure could cause self-reconstructing disruptions in chromatin organization that will predispose both species to metabolic disorders across generations.

## Results

### Tissue dynamics of TBT-dependent variation of DNA methylome and transcriptome

We used methyl-CpG binding domain deep sequencing (MBD-seq) to assess whether a putative TBT-dependent transgenerational disruption of chromatin organization subsequently biased DNA methylation in opposite directions for AT- and GC-enriched genomic regions in our tissue panel. MBD-seq reads for each biological replicate were mapped to consecutive, non-overlapping 100-bp windows for Genome Reference Consortium Mouse build 38 (GRCm38). 

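The MBD-seq data covered 48 libraries of 5 tissues: MSCs of F3 females, F3 males, F4 females and F4 males, with 5 TBT and 5 control replicates each, and liver of F4 males, with 4 TBT and 4 control mice. A replicate of MSCs was a pool of cells from 3 animals that were not siblings, collected at passage 2 from animals of 8 weeks, and the livers came from mice of 33 weeks after a diet challenge. TBT samples descended from F0 females given 50 nM TBT in drinking water, and control samples from F0 females given 0.1% DMSO, the vehicle. MBD-seq captures sheared DNA with a methyl-CpG binding domain before sequencing, so that the read coverage of a window rises with its methylation and with its number of CpGs. For each library, the authors deposited a normalized coverage score in whole numbers and an RPKM value (reads per kilobase of window, scaled to the library's total) for the windows with p under 0.001 in that tissue, 43494 over the 5 tissues, together with a log2 fold change and p-values from MEDIPS. The coverage of windows that did not pass this threshold was not analysed here. Within a library, at least 99.0% of the RPKM values were whole multiples of the value of 1 read, and the number of mapped reads of the library was computed from that value. Libraries had between 9100000 and 29200000 mapped reads, with a median of 20100000. The median was 14900000 reads in TBT and 17500000 in control libraries of F3 female MSCs, 14900000 and 16500000 in F3 male MSCs, 24400000 and 26900000 in F4 female MSCs, 23000000 and 22100000 in F4 male MSCs, and 20300000 and 17100000 in liver. At this depth the median window held between 0 and 5 reads per library, and between 2.20% and 55.4% of a tissue's windows held no read in a given library, so the methylation of a single window in a single library was not resolved.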

We used MEDIPS to compare read coverage between TBT and control groups. Windows with significant read coverage differences were denoted as “Differentially Methylated Regions” (DMRs) (Tables S1 and S2 and Fig. S1). DMRs showing higher read coverage in TBT than in control samples were designated as hypermethylated DMRs; DMRs showing lower read coverage in TBT than in control samples were designated as hypomethylated DMRs. 

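The number of windows with p under 0.001 was 7977 in F3 female MSCs, 2069 in F3 male MSCs, 18141 in F4 female MSCs, 9246 in F4 male MSCs and 6061 in F4 male liver. Direction was taken from the coverage columns. In each of the MSC tissues, mean RPKM was higher in the TBT columns wherever the deposited log2 fold change was negative and lower wherever it was positive, in 100% of the windows. In liver this held for 6055 of 6061 windows. A window with a negative deposited fold change was therefore counted as higher in TBT. Windows higher in TBT numbered 3370 (42.2%) in F3 female MSCs, 1361 (65.8%) in F3 male MSCs, 6509 (35.9%) in F4 female MSCs, 4797 (51.9%) in F4 male MSCs and 2714 (44.8%) in liver. With p under 0.0001 in place of 0.001, 682, 162, 2021, 702 and 453 windows were left in the same order of tissues, and the share higher in TBT moved most in F3 female MSCs, to 27.4%, and fell under 50% in F4 male MSCs, to 43.3%. The authors' p-value adjusted over all windows they tested was not under 0.05 for any window, and its smallest values were 0.146 in F4 female MSCs, 0.305 in liver and 0.870 in F3 male MSCs. Because the windows were chosen for their difference between the groups, no test of single windows was run on them.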

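For each pair of the 5 tissues, windows called in both were counted. Windows called in the same direction numbered 3 for F4 female and F4 male MSCs, 2 for F3 female and F4 male MSCs, and 2 for F4 male MSCs and liver. There was 1 such window for F3 female and F3 male MSCs, for F3 female and F4 female MSCs, for F3 male and F4 male MSCs, and for F4 female MSCs and liver. There was none for F3 female MSCs and liver, F3 male MSCs and liver, or F3 male and F4 female MSCs. As a fraction of the windows called in at least 1 of both tissues, the largest value was 0.000131, for F4 male MSCs and liver with 15305 windows in their union. F4 male gWAT was not analysed here. The count depended most on the distance allowed. With windows of the same direction no more than 1 kb apart counted as shared, between 3 and 54 windows were shared per pair of tissues, and the largest number was again that of F4 female and F4 male MSCs.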

The number of DMRs with the same direction of change found in at least two tissues was negligible, even for samples such as F4 male gWAT and liver from the same animal (Table S3). This is hard to reconcile with models proposing that transgenerational phenotypes are dependent on the replication of altered DNA methylation marks through development and across generations. However, they agree well with our proposal that altered DNA methylation marks observed in animals ancestrally exposed to TBT are secondary to a TBT-dependent transgenerational disruption of chromatin organization^21^. We used the concept of isochores to identify concerted biases in DNA methylation variation for five genomic fractions with different GC content. Isochores are large chromosomal regions with a tendency toward base composition uniformity; these are usually categorized in five classes, L1, L2, H1, H2, and H3, from the most AT-enriched to the most GC-enriched^29^. We calculated hyper-/hypomethylated DMR ratios and DMR enrichments per isochore type before and after randomly rearranging data (see Methods for further details; Table S4).

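The isochore type of a window was set by the GC content of the 200 kb of GRCm38 around it, with limits of 37%, 41%, 46% and 53% between L1, L2, H1, H2 and H3, in place of the segments of IsoFinder. By this rule L1 made up 8.15% of the genome, L2 41.1%, H1 36.4%, H2 14.2% and H3 0.159%. For each tissue and type, the number of windows higher in TBT over the number lower in TBT was divided by the same ratio over all types. Values are given as log10, and p-values are one-sided permutation values from 10000 random rearrangements of the isochore type tags over the windows. These p-values treat windows as the replicates, and neighbouring windows are not independent. No error over libraries was computed for the ratios, since the windows had been chosen for their difference between the groups. In F3 female MSCs, the log10 ratio was -0.337 in L1, with 68 windows higher and 202 lower in TBT, and -0.155 in L2, with 765 higher and 1494 lower. None of the 10000 random rearrangements gave values as low in L1 or L2. The log10 ratio was -0.0370 in H1 (permutation p = 0.0002), and 0.306 in H2, with 1056 windows higher and 713 lower, which no rearrangement reached. In H3, with 18 windows, it was 0.233 (permutation p = 0.184). In F4 female MSCs, it was -0.0819 in L1 (permutation p = 0.0012) and -0.120 in L2, with 2018 windows higher and 4749 lower. It was 0.0544 in H1 and 0.153 in H2, with 1281 windows higher and 1611 lower, and none of the 10000 rearrangements gave values as far from 0 in L2, H1 or H2. In H3, with 21 windows, it was 0.127 (permutation p = 0.325). The alternative that moved these ratios most was the width of the GC window, since with 50 kb in place of 200 kb the log10 ratio of H3 was 0.835 in F3 female MSCs. With p under 0.0001, the log10 ratio of L1 in F4 female MSCs was 0.0653, of the opposite sign.

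**Figure D1:**
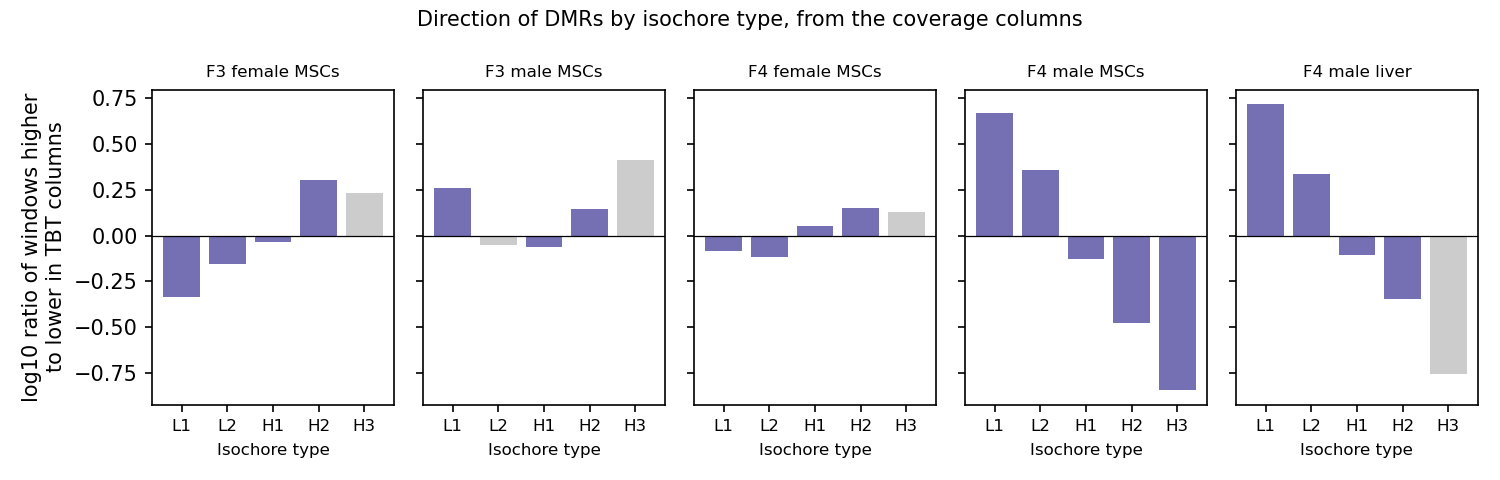
Each bar is the log10 ratio of windows higher to windows lower in TBT for 1 isochore type, L1 to H3, in 1 of the 5 tissues. Purple bars lay outside what random rearrangement gave at a one-sided threshold of 0.05 and grey bars did not. In F4 male MSCs and liver L1 and L2 lie above 0 and H1 to H3 below, and in F3 female and F4 female MSCs L1 and L2 lie below 0 and H2 and H3 above.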

To test whether a putative TBT-dependent transgenerational disruption of chromatin organization subsequently biased gene expression in opposite directions for AT- and GC-enriched genomic regions in our tissue panel, we used RNA-seq to quantify transcript abundance for each biological replicate. 

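The RNA-seq data covered 48 libraries with the same 5 tissues, treatments and numbers of replicates as the MBD-seq data. Libraries were depleted of rRNA and directional. The authors counted uniquely mapped reads on exons without using the strand and counted a read for each gene it overlapped, so that values of overlapping genes share reads. They deposited, for each of 27179 genes, read counts scaled to the size of the library with TMM factors (CPM). Within a tissue and library all values were whole multiples of the value of 1 read, from which the reads counted on genes were computed. Between 13000000 and 136300000 reads per library were counted on genes. The range was 34700000 to 53800000 in F3 female MSCs, 40600000 to 81500000 in F3 male MSCs, 62000000 to 134400000 in F4 female MSCs, 59700000 to 136300000 in F4 male MSCs and 13000000 to 24100000 in liver. The groups differed in depth in F4 male MSCs, with a median of 132400000 reads in TBT and 91800000 in control libraries, in F3 male MSCs (62600000 and 41200000) and in liver (19400000 and 13400000). The 10 most abundant genes of a library took between 7.72% and 9.87% of its signal in MSCs and between 23.6% and 30.9% in liver. Neither the sample labels nor the paper's text names a sequencing batch. The sex of the samples was checked with Xist (NCBI gene 213742, chromosome X of GRCm38 from 103460373 to 103483233) and Ddx3y (26900, chromosome Y from 1260715 to 1286628). Xist was 460 ± 87.1 CPM (SD, n = 5) in TBT libraries of F3 female MSCs and 0.845 ± 0.247 (SD, n = 4) in TBT libraries of liver, its highest group mean in males. Ddx3y was 174 ± 29.2 CPM (SD, n = 4) in the latter and at most 0.0597 in the female groups.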

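Differential expression between TBT and control libraries was tested in each tissue with limma on log2(CPM + 0.5), over the genes above 0 in at least 2 replicates of each treatment. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p-value under 0.05 in any of the 5 tissues. The number of genes with an unadjusted p-value under 0.05 was 403 of 18755 in F3 female MSCs, 1787 of 19010 in F3 male MSCs, 395 of 20022 in F4 female MSCs, 1571 of 20168 in F4 male MSCs and 635 of 17875 in liver. The smallest adjusted p-value from limma was 0.130, in liver. On simulated values drawn with each gene's measured SD between libraries, limma called 87.5%, 85%, 79%, 78% and 74% of 200 genes with a mean CPM above 1 changed by a factor of 2 in F3 female, F3 male, F4 female and F4 male MSCs and liver, and 64.5%, 65%, 49%, 51.5% and 11.5% of those changed by a factor of 1.5. Deviations shared by many genes were not simulated. Same-numbered TBT and control libraries deviated in the same genes in F3 female, F3 male and F4 female MSCs (mean correlation across genes 0.278, 0.333 and 0.373, genes not being independent replicates). With the replicate number as a block in the limma model, the count in these tissues was again 0, with 649, 2090 and 618 genes at an unadjusted p-value under 0.05. The alternative that moved the counts most was a fit of all 5 tissues together, which gave 167 genes in liver, 98 higher and 69 lower in TBT. That fit took a single spread per gene over all tissues. The median SD between libraries was 0.205 (log2) in liver and 0.151 to 0.168 in the MSC tissues. Its liver count may therefore rest on a spread too small for liver. The paper states that TBT activates PPARγ and RXR, and the genes taken for them here were Pparg, Rxra, Rxrb and Rxrg. Their transcript levels in descendants do not measure activation of the receptors by TBT. Pparg (chromosome 6 from 115360879 to 115490404) was 40.1 ± 17.4 CPM (SD, n = 5) in TBT and 51.8 ± 16.6 (SD, n = 5) in control libraries of F4 male MSCs, a log2 fold change of -0.42 (standard error 0.36, limma adjusted p = 0.819) and its largest in the 5 tissues. Rxra (chromosome 2 from 27676445 to 27763319) was 141 ± 6.05 CPM in TBT and 132 ± 11.4 in control libraries of F3 male MSCs (SD, n = 5), with a log2 fold change of 0.10 (standard error 0.067, limma adjusted p = 0.664), which was the smallest adjusted p-value of Pparg, Rxra, Rxrb and Rxrg in any tissue. The log2 fold change of Rxrb (chromosome 17) lay between -0.22 and 0.21. Rxrg (chromosome 1) had group means between 0.0111 and 0.0367 CPM in the MSC tissues where it was tested, too low to show a difference at this depth.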

RNA-seq reads were mapped to GRCm38 genes and Monte Carlo-Wilcoxon matched-pairs signed-ranks tests (MCW tests) were used to identify concerted biases for the expression of genes located within isochores between TBT and control groups (Table S5 and S6)^21,29–31^. MCW tests calculated gene expression bias indices (GEBIs) before and after randomly rearranging data (see Methods section for further details; Table S6).

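The mGEBI was computed from the deposited CPM for the genes above 0 in at least 2 replicates of each treatment. For each of 21 chromosomes the deposited coordinates fitted GRCm38, and 25186 of the 27179 genes could be placed on it by their NCBI gene identifier. Each gene took its isochore type from the GC content of the 200 kb around it, by the limits used for the windows. Where Table S5 lists a single isochore type, this rule gave the same type for 84.3% of 1760 genes. Genes were ranked by the absolute difference between the TBT and control means of CPM, and the signed ranks of a subset were summed and divided by the largest sum possible for that number of genes. Since the signed ranks of a tissue do not sum to 0, each index is given with the mean of 10000 random rearrangements of the signed ranks over genes, and a subset is called higher or lower when the index lies above or below that mean with a one-sided permutation p under 0.05. These p-values treat genes as the replicates. The error over libraries is given as a jackknife standard error (SE), from leaving out each library in turn. The 5 types held from 101 genes (L1) to 7818 genes (H1) in F3 female MSCs. On signed ranks shuffled over genes, as the test itself does, 3.5% of 200 one-sided tests fell under 0.05. This share does not check deviations between libraries that many genes share. When the real libraries were regrouped in ways other than by treatment, H2 and L2 were called in opposite directions in 370 of 430 splits (86.0%), by a normal approximation of the test.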

Analyses of TBT-dependent variation for transcript abundance mean in all tissues, and for DNA methylation in all but one tissue recapitulated the dichotomous distribution we previously reported for TBT-dependent variations in F4 male gWAT DNA methylome and transcriptome and in F3/F4 sperm chromatin accessibility^21^ (Fig. 2A,B, and Tables S4 and S6). 

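To use the library as the replicate, a GC-AT contrast was computed for each RNA-seq library. It is the mean over genes in H2 and H3 minus the mean over genes in L1 and L2 of the gene's log2(CPM + 0.5), taken as the deviation from its mean over the libraries of the tissue, for genes with a mean CPM of at least 1. The contrast covered 5516 genes in H2 and H3 and 1655 in L1 and L2 in F3 female MSCs, and similar numbers elsewhere. The difference between TBT and control libraries was tested with an exact two-sided permutation test. The contrast in F4 male MSCs was 0.075 ± 0.046 in TBT and -0.075 ± 0.14 in control libraries (log2, SD, n = 5 each), a difference of 0.15 (exact permutation p = 0.0397, 0.198 after Benjamini-Hochberg adjustment over the 5 tissues), and 4 of 5 same-numbered comparisons were higher in TBT. That of F3 male MSCs was 0.046 ± 0.050 in TBT and -0.046 ± 0.077 in control libraries (SD, n = 5 each), a difference of 0.093 (exact permutation p = 0.0873, adjusted 0.218). In F3 female MSCs the difference was 0.0044 (exact permutation p = 0.960), against a pooled SD between libraries of 0.14. In F4 female MSCs it was -0.012 (exact permutation p = 0.905), against a pooled SD of 0.15. In liver it was -0.022 (exact permutation p = 0.857), against a pooled SD of 0.11. TBT libraries of liver had 16900000 to 24100000 reads on genes and control libraries 13000000 to 15200000. The liver contrast rose with log2 of these reads within groups (Pearson's r = 0.827, permutation p = 0.0399, 0.0998 after adjustment over 10 relations). The difference in liver was not corrected for depth, so this test cannot separate depth from treatment there. The smallest p-value possible was 0.00794 with 5 libraries per group and 0.0286 with 4. With the replicate number as a block, in the tissues whose same-numbered libraries deviated together, the exact permutation p was 0.875 in F3 female, 0.125 in F3 male and 0.875 in F4 female MSCs, where the smallest possible value was 0.0625. The contrast of F4 male MSCs rose with log2 of the reads counted on genes, with the group means removed (Pearson's r = 0.683, permutation p = 0.0184, and Spearman's rho = 0.741, permutation p = 0.0219, 10 libraries, 0.0928 after adjustment of r over 10 relations, and r = 0.777 without the 2 libraries farthest from the median). With 1 library left out at a time, the difference in F4 male MSCs lay between 0.10 and 0.19 (exact permutation p from 0.0159 to 0.0952), and of the other alternatives the use of all expressed genes moved it most, to 0.11 (exact permutation p = 0.0397). With the GC content of 50 kb in place of 200 kb, the exact permutation p was 0.0476 in F3 male MSCs and 0.0556 in F4 male MSCs, and with the median over genes it was 0.0635 in F4 male MSCs. The paper proposes that ancestral TBT exposure disrupted chromatin organization and that this disruption in turn biased DNA methylation and gene expression. One basis is the opposite direction of its indices for AT- and GC-enriched regions, over DMRs and transcripts (Fig. 2A,B). It also draws on gWAT of F4 males and on its earlier chromatin accessibility data from sperm, neither of which was analysed here.

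**Figure D2:**
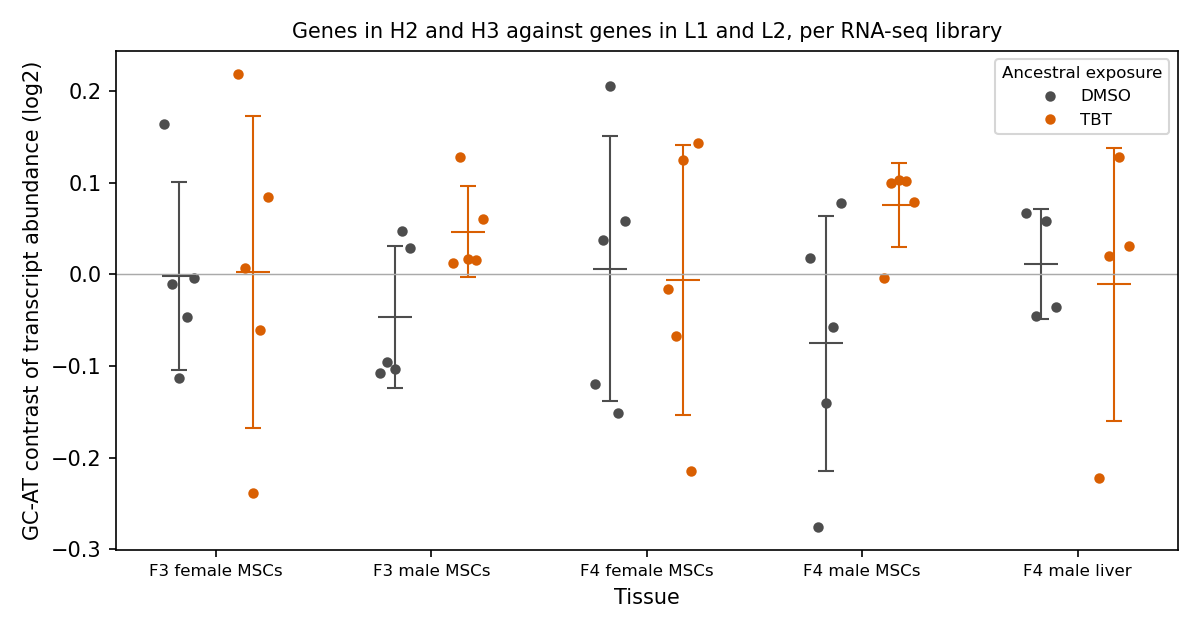
Points are the GC-AT contrast (log2) of single RNA-seq libraries from descendants of TBT and DMSO females in each of the 5 tissues, with the mean and SD of each group. In F4 male MSCs 4 of the 5 TBT libraries lie between 0.078 and 0.10 and 1 at -0.0044, and the control libraries spread from -0.28 to 0.078.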

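In F4 male MSCs, the mGEBI of the 7583 expressed genes in H2 was 0.289 (jackknife SE 0.0770 over 10 libraries), and the mean of the random rearrangements was 0.0173. For the 145 genes in H3 it was 0.475 (jackknife SE 0.181), and the mean of the rearrangements was 0.0141. None of the 10000 random rearrangements gave an index as high in either type. With each library left out in turn, the index of H2 stayed between 0.227 and 0.333 and that of H3 between 0.351 and 0.571.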

For example, comparison of gene expression for MSCs from F4 males ancestrally exposed to TBT and controls revealed that genes located within GC-enriched genomic regions are significantly over-expressed in TBT samples (Fig. 2B). In contrast, genes located within AT-enriched genomic regions are significantly under-expressed in TBT samples (Fig. 2B). 

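In the same libraries of F4 male MSCs, the mGEBI was -0.264 (jackknife SE 0.0935) for the 2694 genes in L2 and -0.125 (jackknife SE 0.0889) for the 8363 genes in H1, values that none of the 10000 random rearrangements reached. For the 125 genes in L1 it was -0.134 (jackknife SE 0.0852, one-sided permutation p = 0.0021). With the single isochore calls of Table S5 in place of the local GC content, which cover fewer genes, the index of L1 was 0.0539 (permutation p = 0.486), above the mean of its rearrangements.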

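For F3 male MSCs, windows higher over windows lower in TBT gave a log10 ratio of 0.260 in L1, with 42 windows higher and 12 lower (one-sided permutation p = 0.0388). It was -0.0524 in L2, with 305 higher and 179 lower (permutation p = 0.0789), and -0.0632 in H1, with 615 higher and 370 lower (permutation p = 0.0016). It was 0.147 in H2, with 394 higher and 146 lower (permutation p = 0.0001), and 0.415 in H3, with 6 windows in all (permutation p = 0.337). In each isochore type more windows were higher than lower in TBT by the coverage columns. The value of L1 was not past the threshold with adjacent windows merged (0.212, permutation p = 0.0857), with a GC window of 50 kb (0.128, permutation p = 0.168) or with 1000 kb (0.126, permutation p = 0.222). The value of L2 was -0.504 with p under 0.0001 (permutation p = 0.0002) and 0.00855 with a GC window of 1000 kb (permutation p = 0.440).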

The sole exception to the dichotomous pattern concerned the DNA methylome of F3 male MSCs for which both AT-enriched and GC-enriched genomic regions were hypomethylated in TBT samples (Fig. 2A).

**Figure 2:**
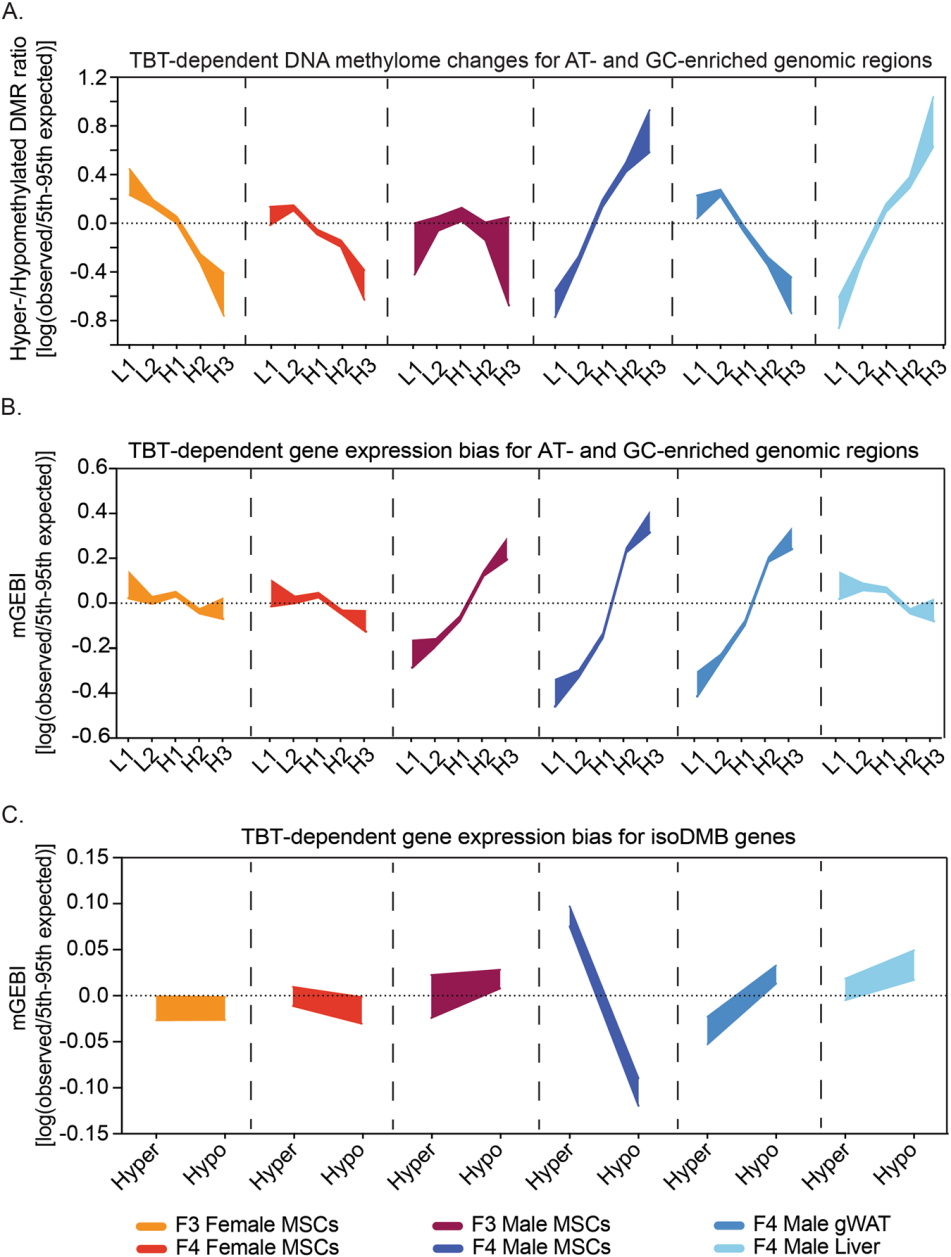
Intergenerational and developmental dynamics of TBT-dependent variation of DNA methylomes and transcriptomes. (**A**) Distribution of TBT-dependent variation for DNA methylomes with regard to regions of the mouse genome defined by their base composition in six somatic tissues. L1, L2, H1, H2 and H3 represent genomic regions with a tendency toward uniformity in base composition or isochores, from the most AT-enriched to the most GC-enriched^29,82^. Hypermethylated or hypomethylated DMRs represent cases for which MBD-seq read coverage was significantly higher or lower in TBT than in control samples, respectively. Hyper-/hypomethylated DMR ratios were calculated as indicated in the Methods section. To assess whether observed hyper-/hypomethylated DMR ratios were significantly different from those expected just by chance, we compared them with hyper-/hypomethylated DMR ratios calculated after randomly rearranging isochore type tags 10,000 times. (**B**,**C**) TBT-dependent biases for the expression of genes located within regions of the mouse genome defined by their base composition or by TBT-dependent variation in DNA methylomes in six somatic tissues. Gene expression bias indices using transcript abundance mean for TBT and control samples (mGEBI) were calculated as indicated in the Methods section. Positive or negative mGEBIs represent cases for which gene expression tends to be higher or lower in TBT than in control samples, respectively. To assess whether observed GEBIs were significantly different from those expected just by chance, we compared them with GEBIs calculated after randomly rearranging signed ranks for each tissue 10,000 times. For each measure and tissue, we draw areas delimited by observed/5th and 95th expected-by-chance percentile ratios. Observed measures were considered significantly higher or lower than measures expected by chance (p < 0.05) if the highlighted area is above or below the 0 value, respectively, and no significantly different from measures expected by chance (p ≥ 0.05) if the highlighted area spanned the 0 value. DMR: differentially methylated region; gWAT: gonadal white adipose tissue; isoDMBs: iso-directional differentially methylated blocks; MSCs: mesenchymal stem cells; TBT: tributyltin.

Our identification of a generalized dichotomous distribution of TBT-dependent variations in DNA methylation and gene expression linked with regions of biased base composition is consistent with the possibility that ancestral TBT exposure resulted in a disruption of chromatin organization propagated through development and across generations. In turn, such disruption could lead to changes in other genomic traits such as DNA methylation, chromatin accessibility, and gene expression.

### TBT-dependent variations in the DNA methylome and transcriptome are not directly interconnected

The patterns we observed for TBT-dependent variations in DNA methylation and gene expression were not identical for all tissues (Fig. 2A,B, and Tables S4 and S6). However, their differences recapitulate relevant biological variables encompassed by our tissue panel. TBT-dependent alterations observed for the DNA methylomes and transcriptomes of F3 and F4 female and male MSCs showed a distinct sexual dimorphism (i.e. both sexes show alterations and the alterations are different between females and males). When comparing TBT and control samples for each generation, genes located within GC-enriched genomic regions were under-expressed in TBT female samples but over-expressed in TBT male samples. Conversely, genes located within AT-enriched genomic regions were over-expressed in TBT female samples but under-expressed in TBT male samples (Fig. 2A,B, and Tables S4 and S6).

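In F3 female MSCs, the mGEBI of the 7209 genes in H2 was 0.0310 (jackknife SE 0.241), under the mean of 0.0616 from the random rearrangements, and none of the 10000 gave an index as low. For H3 it was 0.119 (jackknife SE 0.460, one-sided permutation p = 0.0759), above the mean of 0.0499. In F4 female MSCs it was 0.0179 (jackknife SE 0.270) for H2, under the mean of 0.0555 and under every rearrangement, and -0.0201 (jackknife SE 0.560, permutation p = 0.0787) for H3. In both female tissues these differences from the rearrangement mean were smaller than the SE over libraries. This SE does not use the replicate number, although same-numbered libraries of both tissues deviated together, so it is not the error of a paired comparison. The mGEBI of F3 male MSCs was 0.171 (jackknife SE 0.0460) for the 7258 genes in H2 and 0.356 (jackknife SE 0.0943) for the 142 genes in H3, and no rearrangement gave values as high. The difference between the sexes in the GC-AT contrast of the libraries, males minus females, was 0.088 in F3 (exact permutation p = 0.381, treatments permuted within each sex) and 0.16 in F4 (exact permutation p = 0.173). Adjusted over the 3 differences between groups that were tested, these were 0.381 and 0.260. With the replicate number kept as a block in this test, chosen after seeing the data, the exact permutation p was 0.199 in F3 and 0.123 in F4.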

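For genes in AT-enriched isochores of F3 female MSCs, the mGEBI was -0.0716 (jackknife SE 0.187, one-sided permutation p = 0.0175) in L1 and 0.0369 (jackknife SE 0.220, permutation p = 0.0925) in L2, with rearrangement means of 0.0499 and 0.0531. In H1 it was 0.0931 (jackknife SE 0.0995), above every rearrangement. With the isochore calls of Table S5, the L1 index of F3 female MSCs was 0.197 (permutation p = 0.222). In F4 female MSCs it was 0.0625 (jackknife SE 0.185, permutation p = 0.373) in L1 and 0.0474 (jackknife SE 0.220, permutation p = 0.463) in L2, with rearrangement means of 0.0452 and 0.0482, and 0.103 (jackknife SE 0.127) in H1, above every rearrangement. The index of L2 in F4 female MSCs changed side under each of the 4 alternatives run. Ranks of log2 fold changes gave -0.00890, above the mean of their own rearrangements (permutation p = 0.0244). Under the other alternatives the index was not past the threshold. The index of F3 male MSCs was -0.0688 (jackknife SE 0.0773, permutation p = 0.0443) in L1, and -0.173 (jackknife SE 0.0427) in L2 and -0.0290 (jackknife SE 0.0363) in H1, both under every rearrangement.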

Another instance of differing patterns for TBT-dependent variations in DNA methylome and transcriptome concerns the germ layer of origin. Transcriptome variations for AT- and GC-enriched genomic regions in F4 male MSCs and gWAT (both derived from mesoderm) were similar to each other, but quite different from the endoderm-derived liver (Fig. 2B and Table S6). This is important because variations in a tissue transcriptome are often related to their embryonic origin^32^. 

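In F4 male liver, the mGEBI was 0.101 (jackknife SE 0.111 over 8 libraries, one-sided permutation p = 0.0410) for the 111 genes in L1, 0.0540 (jackknife SE 0.179, permutation p = 0.0002) for the 2319 genes in L2 and 0.0556 (jackknife SE 0.0594) for the 7452 genes in H1, above every random rearrangement. For the 6809 genes in H2 it was -0.0563 (jackknife SE 0.0913), under every rearrangement, and for the 134 genes in H3 it was -0.0819 (jackknife SE 0.111, permutation p = 0.0329). The mean of the rearrangements was between 0.00807 and 0.0102. With the isochore calls of Table S5 the L1 index of liver was -0.411 (permutation p = 0.110). Each of the 5 indices was smaller in size than its SE over libraries. The difference between F4 male MSCs and liver in the GC-AT contrast of the libraries was 0.17 (exact permutation p = 0.120, treatments permuted within each tissue, adjusted 0.260). It was not corrected for the depth of the libraries. gWAT was not analysed here.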

Overall, transcriptome/DNA-sequence bias linkage in F4 male tissues reflected both ancestral TBT exposure and the embryologic origin of the tissue. This is consistent with the possibility that the ancestral TBT exposure caused a disruption of chromatin organization that was propagated through development and across generations to bias gene expression, but that the direction of this bias was dependent on other factors such as tissue ontogeny.

In contrast, TBT-dependent variations in DNA methylation in AT- and GC-enriched genomic regions for F4 male tissues do not recapitulate their ontogenetic relationships. 

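The log10 ratio of windows higher to windows lower in TBT in F4 male MSCs was 0.669 in L1, with 428 windows higher and 85 lower, and 0.361 in L2, with 2194 higher and 887 lower. It was -0.131 in H1, with 1691 higher and 2119 lower, -0.476 in H2, with 480 higher and 1332 lower, and -0.846 in H3, with 4 higher and 26 lower. None of the 10000 random rearrangements gave values as far from 0. With a GC window of 1000 kb, the log10 ratio of H3 was -0.431 (one-sided permutation p = 0.193). As a description of the libraries, the mean log2(RPKM + 0.5) of the windows in H2 and H3 minus that of the windows in L1 and L2 differed by -1.26 between TBT and control libraries, with a pooled SD of 0.27 (n = 5 per group). No test was applied to it, because the windows had been chosen for their difference.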

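In F4 male liver, the log10 ratio was 0.720 in L1, with 213 windows higher and 50 lower in TBT, and 0.337 in L2, with 1052 higher and 597 lower. It was -0.106 in H1, with 1091 higher and 1719 lower, and -0.345 in H2, with 357 higher and 974 lower. None of the 10000 random rearrangements gave values as far from 0 in these types. In H3 it was -0.754, with 8 windows in all (one-sided permutation p = 0.0729). With a GC window of 50 kb it was -0.486 in H3 (permutation p = 0.0007). The same difference between windows in H2 and H3 and windows in L1 and L2 was -1.44 (log2, pooled SD 0.13, n = 4 per group) in liver.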

Patterns observed in MSCs and liver were similar between themselves, but different from F4 male gWAT (Fig. 2A and Table S4). The DNA methylome is extensively modified during differentiation in general, and adipogenesis in particular^33–36^. Such extensive modification of the DNA methylome could explain why the patterns observed for the TBT-dependent variation of F4 MSCs and gWAT DNA methylomes were so different. Since the liver is composed primarily of differentiated cells such as hepatocytes, it is expected that patterns observed for TBT-dependent variation of F4 liver and gWAT DNA methylomes would be similar to each other, and very different from MSCs. However, DNA methylomes for hepatocytes and undifferentiated cells such as MSCs have been shown to be similar in one regard, they both exhibit accentuated heterogeneities^37–39^. In the case of undifferentiated cells, it has been observed that DNA methylation is very variable among human and murine clonal cells^39^. In the case of hepatocytes, it has been observed that DNA methylation is very variable within and between mouse strains, and even for hepatocytes extracted from single individuals^37,38^. Thus, it is possible that the disparities and similarities we observed for TBT-dependent variations in DNA methylomes across F4 male tissues reflected known DNA methylome dynamics for the major cell types and their differentiated/undifferentiated states encompassed by F4 male MSCs, liver and gWAT. Our results are also consistent with the possibility that a TBT-dependent transgenerational disruption of chromatin organization subsequently biased DNA methylation, and that the direction of biases was dependent on tissue-specific factors. In this case, the direction of observed biases may depend more on the inherent heterogeneity of the DNA methylome for undifferentiated cells and hepatocytes and its extensive modification during adipogenesis rather than tissue ontogeny.

Since TBT-dependent variations of DNA methylomes and transcriptomes reflected different developmental and/or cellular properties encompassed by our tissue panel, we inferred that TBT-dependent alterations for these two traits may not be causally connected (Fig. 2A,B and Tables S4 and S6). We previously used a MCW test scheme to explore possible connections between alterations in DNA methylation and expression of three subsets of genes (Fig. 2C and Table S6)^21^. Subset I comprises genes for which DMRs located close to their transcription start sites might modulate DNA binding of short-range regulators or the basal transcription machinery. Subset II comprises genes for which overlapping or flanking DMRs might modulate binding of DNA topology modifiers, long- and short-regulators, or the basal transcription machinery. Subset III comprises genes located within chromosomal regions punctuated by hypo- or hypermethylated DMRs or isoDMBs. These could reflect regional changes in higher order chromatin structures that subsequently biased genomic traits like DNA methylation and transcription^21^. The only subset for which we detected significant concerted biases in all tissues was subset III, consistent with the possibility that observed changes in DNA methylomes and transcriptomes were both dependent on TBT-dependent regional alterations of chromatin organization (Fig. 2C and Table S6).

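The 3 subsets were rebuilt from the windows and the gene coordinates. Subset I took genes with a window near the transcription start (within the limits the paper's methods give), subset II genes that overlap a window, and subset III genes that overlap an isoDMB, a run of neighbouring windows with the same direction. Runs of a single window were included, and the median isoDMB had 2 windows. There were 2888 isoDMBs in F3 female MSCs, 783 in F3 male MSCs, 6567 in F4 female MSCs, 3374 in F4 male MSCs and 2319 in liver. For subset I, a single index was past the threshold, that of the 203 genes with windows lower in TBT in F4 female MSCs, at 0.118 (jackknife SE 0.120, one-sided permutation p = 0.0375). For subset II, both directions were past the threshold in F3 female MSCs (-0.0297 and -0.0352 for windows higher and lower in TBT), F4 female MSCs (0.00180 and 0.0159), F4 male MSCs (-0.140 and -0.0477) and liver (0.187 and 0.155). Neither direction of subset II was in F3 male MSCs, at 0.0515 (permutation p = 0.158) and -0.00218 (permutation p = 0.217). For subset III at least 1 direction was past the threshold in each of the 5 tissues. For F3 male MSCs the index of the 8152 genes in isoDMBs higher in TBT was 0.0476 (jackknife SE 0.0198, permutation p = 0.0038), and that of the 1660 genes in isoDMBs lower in TBT was 0.0261 (permutation p = 0.497). In liver these were 0.0419 (jackknife SE 0.0459, permutation p = 0.0005) for 3556 genes and 0.0172 (permutation p = 0.146) for 6329 genes. Apart from leaving out libraries, the alternative that changed most calls was ranking genes by log2 fold change, and with it the index of subset I in F4 female MSCs was 0.0288 (permutation p = 0.0755).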

Further inspection of the concerted biases observed for the expression of genes located in isoDMBs did not reveal convincing evidence for a direct causal relationship between TBT-dependent variations in DNA methylomes and transcriptomes (Fig. 2C and Table S6). Although the interplay between DNA methylation and transcription is complex^40^, it is widely believed that a major biological function of DNA methylation is to repress gene expression, either directly or together with certain histone modifications^41^. If TBT-dependent variations in DNA methylomes directly drove alterations in gene repression, it would be expected that genes located within hypermethylated isoDMBs were under-expressed in TBT samples, and genes located within hypomethylated isoDMBs were over-expressed. Indeed, as we previously reported, such trends were observed for gWAT in TBT samples (Fig. 2C and Table S6)^21^. However, other tissues did not show the same correspondence between TBT-dependent variations in DNA methylomes and transcriptomes. For instance, genes located within hypomethylated isoDMBs in MSCs from F3, F4 females and F4 males were under-expressed in TBT samples, whereas genes located within hypermethylated isoDMBs in F4 male MSCs were over-expressed in TBT samples (Fig. 2C and Table S6). These results neither fit well with the assumption that the major role of DNA methylation is to repress gene expression, nor do they offer an alternative interpretation for a causal relationship between TBT-dependent variations in DNA methylomes and transcriptomes.

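For genes in isoDMBs lower in TBT by the coverage columns, the mGEBI in F3 female MSCs was 0.0424 (jackknife SE 0.0583, one-sided permutation p = 0.0231), under the rearrangement mean of 0.0579. In F4 female MSCs it was 0.0538 (jackknife SE 0.0544, permutation p = 0.331), and in F4 male MSCs it was 0.101 (jackknife SE 0.0191) for 7397 genes, above every random rearrangement. For genes in isoDMBs higher in TBT, it was 0.0442 in F3 female MSCs (jackknife SE 0.132, permutation p = 0.0284, rearrangement mean 0.0585) and 0.0333 in F4 female MSCs (jackknife SE 0.0662, permutation p = 0.0249, rearrangement mean 0.0506). In F4 male MSCs it was -0.0908 (jackknife SE 0.0425) for 4159 genes, under every random rearrangement.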

It is known that MBD-seq tends to be more sensitive to highly methylated regions that are CpG enriched, and therefore a better suited method to study DNA methylation variation for GC-enriched regions such as CpG islands and promoters^42^. It could be argued that our analyses of DNA methylation might be misguided by such technical bias of MBD-seq. 

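For each isochore type, the share of a tissue's windows was divided by the type's share of the genome and given as log10, and p-values came from random draws with the genome's shares. The log10 enrichment of L1 was -0.382 in F3 female MSCs, -0.495 in F3 male MSCs, -0.106 in F4 female MSCs, -0.167 in F4 male MSCs and -0.274 in liver. That of L2 lay between -0.245 in F3 male MSCs and -0.0422 in F4 female MSCs. That of H1 lay between 0.0436 in F4 female and 0.117 in F3 male MSCs, and that of H2 between 0.0511 in F4 female and 0.265 in F3 male MSCs. None of 10000 draws gave values as far from 0 in L1, L2, H1 or H2 of any of the 5 tissues.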

In fact, consistent with the possibility that MBD-seq was more efficient for the identification of DNA methylation alterations for GC-enriched DNA, we did detect significant enrichments and depletions of TBT-dependent DMRs for GC- and AT-enriched isochores, respectively (Fig. S2 and Table S4). However, the patterns observed for DMR enrichments with regards to AT- and GC-enriched genomic regions are almost identical for the six tissues under study (Fig. S2 and Table S4), and do not recapitulate biologically relevant differences between these tissues like hyper-/hypomethylated DMR ratios do (Fig. 2A and Table S4). 

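In H3, which held between 6 and 30 windows per tissue, the log10 enrichment was 0.311 in F4 male MSCs (one-sided permutation p = 0.0002). It was not past the threshold in F3 female MSCs (0.153, permutation p = 0.0949), F3 male MSCs (0.262, permutation p = 0.119), F4 female MSCs (-0.137, permutation p = 0.0833) or liver (-0.0799, permutation p = 0.374). Of the windows of F4 male MSCs, 33.3% lay in L2 and 19.6% in H2, and in liver 27.2% and 22.0%. From enrichments that hardly differ between tissues while the hyper-/hypomethylated DMR ratios do differ, the paper reasons that the bias of MBD-seq toward CpG-rich DNA cannot be the sole explanation for the patterns of DNA methylation.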

Although future confirmations of our analyses will require whole genome bisulfite sequencing, we can discard the hypothesis that these limitations were the sole explanation for the patterns we observed for TBT-dependent variations in DNA methylation across our tissue panel.

In summary, integrative analyses of TBT-dependent variation for DNA methylomes and transcriptomes in our tissue panel suggested that a direct causal relationship between the variations in both traits is unlikely. These results are more consistent with the possibility that biases in DNA methylation and gene expression are both associated with a TBT-dependent transgenerational disruption of chromatin organization and that the direction of biases for each trait was dependent on cell- or tissue-specific properties.

### TBT causes a concerted alteration of the expression of genes related to chromatin organization

Our proposed interpretation of how a TBT-dependent transgenerational disruption of chromatin organization could predispose to obesity offers a possible general mechanism to understand how other chemicals could elicit a similar non-genetic predisposition to metabolic disorders that can be propagated transgenerationally^21^. We found that metabolically-relevant genes were significantly overrepresented in GC-enriched genomic regions. Therefore, disrupted chromatin organization in GC-enriched regions (such as those we inferred from biases in TBT-dependent DNA methylation, transcription, and chromatin accessibility) could result in metabolic disruption that is phenotypically relevant, *per se*, or might be revealed by subsequent dietary or environmental challenges.

Following the same logic, we asked whether genes encoding proteins that contribute to chromatin organization were also biased toward AT- and GC-enriched genomic regions. If so, their expression could also be susceptible to concerted alterations elicited by a TBT-dependent transgenerational disruption of chromatin organization. To test this hypothesis, we examined the genomic distribution of genes associated with gene ontology (GO) terms referring to different but overlapping levels of chromatin organization: “*chromosome organization*” and “*chromatin organization*”. 

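Term membership was read from the first part of Table S5, 1994 genes of F3 female MSCs with NCBI gene identifiers up to 16524. They are the genes expressed in that tissue up to that identifier, out of 18755, so genes not expressed there are missing. Of these listed genes, 143 carried the term chromosome organization and 96 the term chromatin organization. Term membership of other genes was not analysed here. Among the 1992 listed genes that could be placed, 45.5% of the genes of chromosome organization lay in H2 or H3, against 46.8% of the other listed genes (log10 enrichment -0.0121, one-sided permutation p = 0.652 for a higher share), and 10.5% lay in L1 or L2, against 13.0%. For chromatin organization, 43.8% lay in H2 or H3, against 46.9% (log10 enrichment -0.0287, permutation p = 0.753), and 13.5% in L1 or L2, against 12.8%. The median GC content around the gene was 45.5% for chromosome organization and 45.6% for the others.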

Consistent with our model, we found that genes associated with both GO terms were significantly overrepresented in GC-enriched regions (Fig. 3A and Table S7). We also examined the distribution of genes associated with GO terms “*metabolic process*” and “*detection of stimulus*”. The location of genes assigned to the “*metabolic process*” term was even more skewed toward GC-enriched regions, whereas those assigned to the “*detection of stimulus*” term were significantly overrepresented in AT-enriched regions (Fig. 3A and Table S7).

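Among the same listed genes, all expressed in F3 female MSCs, the 1391 of metabolic process lay in H2 or H3 in 46.4% of cases, against 47.6% of the others (one-sided permutation p = 0.71 for a higher share). They lay in L1 or L2 less often, in 11.5% against 16.0% (permutation p = 0.0059 for a lower share), and in H1 more often, in 42.1% against 36.4% (permutation p = 0.0105). The 34 genes of detection of stimulus lay in H2 or H3 in 61.8% of cases, against 46.5% of the others (permutation p = 0.0548 for a higher share), all of them in H2 (against 45.3%, permutation p = 0.0421), and in L1 or L2 in 8.82%, against 12.9% (permutation p = 0.352 for a lower share).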

**Figure 3:**
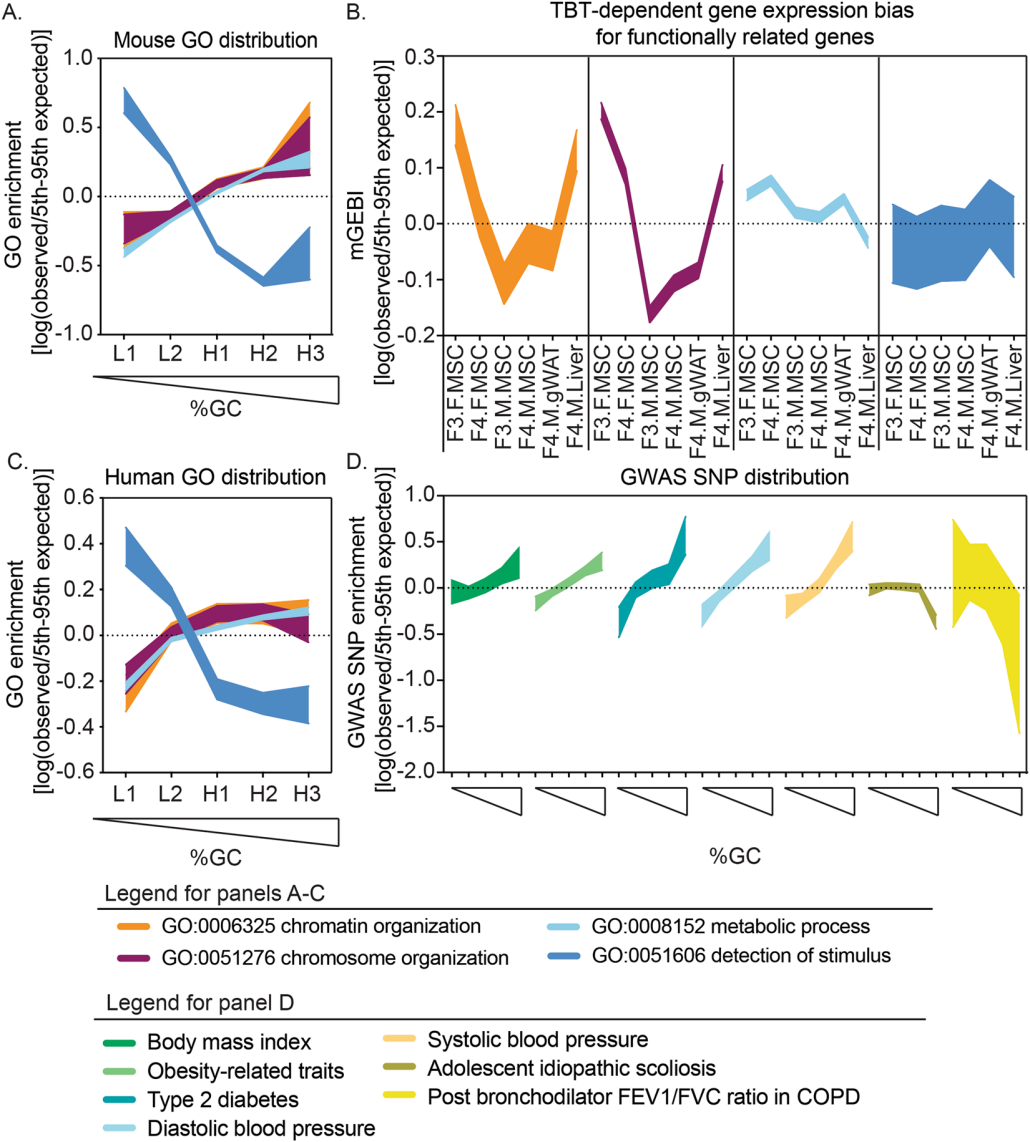
Mouse and human susceptibility to self-propagating disruptions of chromatin organization that predispose to metabolic disorders. (**A**,**C**) Distribution of functionally related genes with regard to AT- and GC-enriched regions of mouse (**A**) and human genomes (**C**). L1, L2, H1, H2 and H3 represent genomic regions with a tendency toward uniformity in base composition or isochores, from the most AT-enriched to the most GC-enriched^29,82^. Mouse and human genes associated with Gene Ontology (GO) terms “*chromosome organization*” (GO:0051276), “*chromatin organization*” (GO:0006325), “*metabolic process*” (GO:0008152), and “*detection of stimulus*” (GO:0051606) were retrieved from the Gene Ontology Consortium database^84^. GO enrichments were calculated as indicated in the Methods section. To assess whether observed GO enrichments were significantly different from those expected by chance, we compared them with GO enrichments calculated after randomly rearranging isochore type tags 10,000 times. (**B**) TBT-dependent biases for the expression of functionally related genes in six somatic tissues. Gene expression bias indices using transcript abundance mean for TBT and control samples (mGEBI) were calculated as indicated in the Methods. Positive or negative mGEBIs represent cases for which gene expression tends to be higher or lower in TBT than in control samples, respectively. indicated in the Methods section. To assess whether observed GWAS SNP enrichments were significantly different from those expected by chance, we compared them with GWAS SNP enrichments calculated after randomly rearranging isochore type tags 10,000 times. For each measure, we draw areas delimited by observed/5th and 95th expected-by-chance percentile ratios. Observed measures were considered significantly higher or lower than measures expected by chance (p < 005) if the highlighted area is above or below the 0 value, respectively, and no significantly different from measures expected by chance (p ≥ 0.05) if the highlighted area spanned the 0 value. F: females; M: males; TBT: tributyltin; MSCs: mesenchymal stem cells; gWAT: gonadal white adipose tissue; NHGRI-EBI: National Human Genome Research Institute-European Bioinformatics Institute; GWAS: genome-wide association studies.

To evaluate whether the non-random distributions of genes associated with these GO terms was potentially linked with concerted alteration in their expression induced by TBT-dependent transgenerational disruption of chromatin organization, we performed MCW tests separately for genes associated with “*chromosome organization*”, “*chromatin organization*”, “*metabolic process*”, and “*detection of stimulus*” terms. 

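A contrast per RNA-seq library was computed for each term from the listed genes, as the mean deviation of the term's genes minus that of the other listed genes. Over 20 comparisons, 4 terms in 5 tissues, the smallest exact two-sided permutation p was 0.0476, for detection of stimulus in F4 male MSCs, and 0.775 after Benjamini-Hochberg adjustment. Its contrast was 0.024 ± 0.032 in TBT and -0.024 ± 0.036 in control libraries (log2, SD, n = 5 each), over 22 genes, and all 5 same-numbered comparisons were higher in TBT. Apart from leaving out libraries, the alternative that moved it most was the median over genes, with a difference of 0.034 (exact permutation p = 0.389), and with genes at a mean CPM of at least 10 the exact permutation p was 0.500. For chromosome organization the difference between TBT and control libraries was 0.052 in F3 female MSCs (exact permutation p = 0.317, pooled SD 0.072), -0.035 in F3 male MSCs (exact permutation p = 0.373, pooled SD 0.060), 0.033 in F4 female MSCs (exact permutation p = 0.611, pooled SD 0.093), -0.032 in F4 male MSCs (exact permutation p = 0.643, pooled SD 0.099) and 0.032 in liver (exact permutation p = 0.229, pooled SD 0.034). For chromatin organization the exact permutation p lay between 0.190 in F3 male and 0.659 in F4 female MSCs, and for metabolic process between 0.135 in F4 male and 0.738 in F4 female MSCs. With the replicate number as a block in F3 female, F3 male and F4 female MSCs, whose same-numbered libraries deviated together, the exact permutation p for chromosome organization was 0.438, 0.438 and 0.750. For chromatin organization it was 0.438, 0.188 and 0.750, for metabolic process 0.313, 0.375 and 0.813 in the same order of tissues, and for detection of stimulus it lay between 0.25 and 0.938.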

Genes associated with “*detection of stimulus*” terms, which are overrepresented in AT-enriched regions, showed biased transcript abundance for only one tissue (Fig. 3B and Table S6). Conversely, genes for the other three terms with skewed distributions toward GC-enriched regions showed significantly concerted transcript abundance biases in almost all tissues (Fig. 3B and Table S6).

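The mGEBI of the listed genes of detection of stimulus, against random rearrangements over the listed genes, was 0.126 (jackknife SE 0.125, one-sided permutation p = 0.188) in F3 female MSCs, 0.162 (jackknife SE 0.119, permutation p = 0.125) in F3 male MSCs, 0.179 (jackknife SE 0.101, permutation p = 0.164) in F4 female MSCs and 0.120 (jackknife SE 0.0902, permutation p = 0.165) in F4 male MSCs. In liver it was -0.231 (jackknife SE 0.122, permutation p = 0.0357), the only value past the threshold. Without TMM scaling the value in liver was -0.143 (permutation p = 0.0502), and with ranks of log2 fold changes that in F4 male MSCs was 0.210 (permutation p = 0.0193).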

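For the listed genes of chromosome organization, the mGEBI was 0.288 (jackknife SE 0.203) in F3 female MSCs and 0.359 (jackknife SE 0.219) in F4 female MSCs, and no random rearrangement gave values as high. It was -0.0346 in F3 male MSCs (jackknife SE 0.148, one-sided permutation p = 0.0358, rearrangement mean 0.0496) and -0.103 in F4 male MSCs (jackknife SE 0.192, permutation p = 0.0040). In liver it was 0.0865 (jackknife SE 0.0531, permutation p = 0.0098). For chromatin organization it was 0.148 (jackknife SE 0.184, permutation p = 0.0341) in F3 female MSCs, 0.00246 (jackknife SE 0.0648, permutation p = 0.210) in F3 male MSCs, 0.282 (jackknife SE 0.159, permutation p = 0.0001) in F4 female MSCs, -0.125 (jackknife SE 0.103, permutation p = 0.0040) in F4 male MSCs and 0.120 (jackknife SE 0.0477, permutation p = 0.0071) in liver. In F3 female MSCs the call for chromatin organization rested on the settings, with 0.140 (permutation p = 0.0910) for genes with a mean CPM of at least 1. Differences between sexes or tissues in these indices were not tested.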

Remarkably, the direction of the expression biases detected for genes associated with the GO terms “*chromosome organization*” and “*chromatin organization*” recapitulated biological variables encompassed in our tissue panel in the same way as did TBT-dependent variation for the whole transcriptome. MSC patterns showed a reproducible sexual dimorphism, and F4 male patterns recapitulated tissue ontology (Figs 2B and 3B, and Table S6). 

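For the listed genes of metabolic process, the mGEBI was 0.0919 (jackknife SE 0.110, one-sided permutation p = 0.0060) in F3 female MSCs and 0.162 (jackknife SE 0.108, permutation p = 0.0020) in F4 female MSCs. In F3 male MSCs it was 0.0793 (jackknife SE 0.0594, permutation p = 0.330) and in F4 male MSCs 0.0267 (jackknife SE 0.0263, permutation p = 0.123). In liver it was -0.0715 (jackknife SE 0.0650, permutation p = 0.0210). Without TMM scaling, the value in liver was 0.0466 (permutation p = 0.17) and that in F3 male MSCs was -0.0633 (permutation p = 0.398), under the mean of its rearrangements.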

Transcriptional bias patterns observed for “*metabolic process*” and “*detection of stimulus*” genes did not closely resemble patterns observed for the whole transcriptome (Figs 2B and 3B, and Table S6).

### Humans might be susceptible to environmental disruptions of chromatin organization

The extent to which humans are exposed to TBT and how this may contribute to obesity remains unclear due to a paucity of longitudinal epidemiological studies. Because of their phylogenetic proximity, it is possible that human and mouse genomes share similar organizational principles that made mice susceptible to TBT-dependent transgenerational disruptions of chromatin organization that can self-propagate and predispose direct or ancestrally exposed individuals toward metabolic disorders^21,43^.

To determine whether this is the case, we first examined whether human genes involved with chromatin organization and metabolic processes also showed similar GC-biased genomic location in humans by assessing the distribution of genes with GO terms “*chromosome organization*”, “*chromatin organization*”, “*metabolic process*”, and “*detection of stimulus*”. As in mice, the distribution of genes with the GO term “*detection of stimulus*” were skewed toward AT-enriched genomic regions, and the genomic distribution of “*chromosome organization*”, “*chromatin organization*”, and “*metabolic process*” genes were skewed toward GC-enriched genomic regions (Fig. 3A,C and Table S7).

Secondly, since there are large datasets from human genome-wide association studies (GWAS), it is possible to test whether human genetic variations associated with metabolic diseases or traits are overrepresented in GC-enriched genomic regions as would be expected from the GC-biased location of metabolic genes. Using data from the National Human Genome Research Institute-European Bioinformatics Institute (NHGRI-EBI) GWAS Catalog^44^, we indeed observed that genetic variants associated with five metabolic diseases or traits (“*body-mass index*”, “*obesity-related traits*”, “*type II diabetes*”, “*diastolic blood pressure*”, and “*systolic blood pressure*” were significantly overrepresented in GC-enriched regions of the human genome (Fig. 3D, and Table S8). Genetic variants associated with non-metabolic terms such as “*adolescent idiopathic scoliosis*” and “*post bronchodilator FEV1/FVC ratio in COPD*” did not show similar genomic distributions (Fig. 3D, and Table S8). This argues against the trivial explanation that biased distribution of metabolic genetic variants ultimately echoed the known gene density disparity between AT- and GC-enriched genome regions rather than the biased location of metabolic genes toward GC-enriched genomic regions.

## Discussion

How environmental stressors can predispose exposed individuals and their unexposed descendants to altered phenotype or disease in the absence of DNA mutations is unclear. While a number of well-described transgenerational phenotypes exists^5,6,45,46^, a mechanistic understanding of how effects produced in one generation can be transmitted to others has not been convincingly established. Conceptually, there are two main models to explain how non-genetic alterations produced by environmental stressors could be propagated across generations. These can be termed the replicative model and the reconstructive model^47–49^. The replicative model posits that altered patterns of epigenetic elements causing transgenerational phenotypes are faithfully replicated through development and across generations^47–49^. Considering that epigenetic marks such as DNA methylation or histone modifications undergo intensive reprogramming during development, it is disputed whether the transmission of epigenetic alterations can be explained exclusively, or even predominantly by faithful replication^47–49^. Recent whole genome analyses revealed little or no conservation of altered epigenetic marks between generations and even between somatic cells within the same generation^46,50,51^. The reconstructive model proposes that altered patterns of epigenetic elements causing transgenerational phenotypes are not inherited, but rather recreated in each generation by the priming of altered intermediates^47–49^. There is not much literature on the reconstructive model to date. However, it has been generally proposed that some altered epigenetic marks may escape germline reprogramming events and, together with transmission of ncRNAs in germ cells, cellular signaling or metabolism could prime, in ways yet to be fully understood, the reconstruction of altered epigenetic information in each generation^47–49^.

We studied transgenerational alterations elicited by ancestral TBT exposure for three genomic traits, DNA methylome, transcriptome and chromatin accessibility^21^. Eight tissues were evaluated: F3 and F4 MSCs (female and male), F3 and F4 sperm as well as F4 male gWAT and liver. We observed consistent patterns in all tissues that we interpreted to indicate that ancestral TBT exposure altered chromatin organization and that the altered structures were propagated through development and across generations. We did not observe recurring changes in DNA methylation but did note patterns for TBT-dependent alterations in blocks of DNA methylation and the transcriptome that are largely consistent with important biological variables including sex, tissue ontogeny and differentiation state of cells. Despite the overall consistency of the observed patterns in a broad sense, the specific details are substantially different. This indicates that the propagation of these alterations cannot rely exclusively on faithful replication between tissues and across generations. Rather they are more consistent with a model in which transgenerational propagation of the TBT-dependent predisposition to obesity relies on reconstruction of altered chromatin organizations in each generation. It is unclear whether there are specific altered intermediate changes that prime or facilitate the intergenerational reconstructions of chromatin organization and, if so, what these might be. Potential clues may be found in known chromatin dynamics after fertilization.

Through recent technical innovations, we are starting to appreciate that the spatial organization of eukaryotic chromatin is quite intricate and considerably variable between cell types or even between clonal cells maintained in the same environment^52–55^. Yet, the differentiation of the genome into heterochromatin and euchromatin is persistently recapitulated^29,53,56,57^. Heterochromatin is highly compacted, replicates late in the cell cycle, occupies the nuclear periphery, is AT-enriched and gene-poor, and contains higher levels of non-coding DNA^29^. Euchromatin is relatively uncompacted, replicates early in the cell cycle, occupies the internal area of the nucleus, is GC-enriched, gene-rich and non-coding DNA-poor^29^. Biophysical analyses of eukaryotic nuclei, together with systematic analyses of the spatial proximity of non-juxtaposed loci using chromosome conformation capture methodology revealed that heterochromatic and euchromatic genomic components occupy distinctive nuclear compartments and that compartment boundaries are largely mediated by phase separation^58–61^. Relocation of a locus between euchromatin and heterochromatin revealed that the heterochromatin/euchromatin compartmentalization has multifaceted modulatory effects on replication timing, subnuclear localization, and gene expression^62^. Moreover, disruptions of the heterochromatin/euchromatin phase separation were recently shown to play a key role in the pathogenesis of certain neurodegenerative disorders^63^.

The earliest developmental signs of a complex chromatin organization, including the distinction between heterochromatin and euchromatin, appear during the maternal-to-zygotic (MTZ) transition between oocyte fertilization and the transcriptional activation of the zygotic genome^59,64–67^. During the MTZ transition, maternally-deposited material in the oocyte progressively wanes as zygotic genes become transcriptionally active^64–66^. Processes occurring along the MTZ transition occur at the expense of finite amounts of mostly maternally-deposited material^68,69^. During the MTZ transition, sperm-derived chromosomes undergo intensive chromatin remodeling due to the replacement of protamines by maternally-deposited histones and new chromatin is formed after each zygotic division, which requires substantial amounts of chromatin-forming elements^64–66^.

In principle, variations in genetic and non-genetic determinants of chromatin organization at this critical point in development, when there is no distinction between somatic and germ lines, may prime the early establishment of an altered organization that could then be propagated. The sexual dimorphism many species show for the overall genomic content in heterochromatic repetitive DNA exemplifies how variations in such determinants may modulate the early establishment of chromatin organization. *Y* chromosomes, which are mostly heterochromatic and enriched in repetitive DNA^70^, act as a sink for chromatin-forming elements when such elements are found in limited amounts^71,72^. Thus, whether a sperm nucleus contains an *X* or *Y* chromosome results in a different deployment of chromatin-forming elements throughout the genome in female and in male zygotes. This leads to sexually dimorphic chromatin organization that can subsequently bias transcriptomal, epigenetic, and phenotypic traits^31,73^. Therefore, it could be expected that environmentally-driven quantitative and/or qualitative alterations in chromatin-forming elements deposited in gametes by each parent primed sexually dimorphic alterations in chromatin organization immediately after fertilization. Consequently, sexually dimorphic disruptions in chromatin organization in animals directly or ancestrally exposed to environmental stressors might be a first indication that such stressors could result in alterations of those chromatin-forming elements in gametes needed for the early establishment of chromatin organization just after fertilization.

We consistently observed a dichotomous distribution of TBT-dependent variations for DNA methylation, transcription, and chromatin accessibility with regard to AT- and GC-enriched genomic regions in a panel of eight somatic and germline tissues. Because AT- and GC-enriched genomic regions reflect, in part, the heterochromatin/euchromatin organization of eukaryotic genomes^29^, one might expect that ancestral TBT exposure resulted in a disruption of the heterochromatin/euchromatin genomic organization. Consistent with this argument, we observed a distinct sexual dimorphism for the heterochromatin/euchromatin distribution of TBT-dependent alterations of DNA methylomes and transcriptomes in MSCs from F3/F4 females and males. This would be expected if transgenerational propagation of the putative TBT-dependent disruption of the heterochromatin/euchromatin organization resulted from alterations in gamete chromatin organization determinants. Since patterns observed for TBT-dependent variations in gene expression for the entire transcriptome in general and “*chromosome organization*” and “*chromatin organization*” genes in particular recapitulated sex and tissue ontogeny, it is possible that these variations were causally interrelated. One possibility is that TBT-dependent biases observed for the expression of “*chromosome organization*” and “*chromatin organization*” genes were driving the biases observed for the whole transcriptome. This seems unlikely because patterns for TBT-dependent variation for the whole transcriptome in our tissue panel are characterized by opposite directions of change for AT- and GC-enriched genomic regions, and “*chromosome organization*” and “*chromatin organization*” genes are significantly overrepresented only in GC-enriched genomic regions. A feasible alternative is that concerted alterations in the expression of “*chromosome* organization” and “*chromatin organization*” genes resulted in changes at the protein level that then contributed to maintaining and/or propagating the TBT-dependent disruption of chromatin organization. Although the tissues we analyzed did not encompass germ cells, our results support the possibility that TBT-dependent disruptions of chromatin organization were able to self-propagate. This is because the concerted bias in expression of genes that themselves contribute to the establishment, maintenance, and propagation of chromatin organization offers a mechanism for the altered structure to recreate itself in each generation. Thus, TBT-dependent alterations in expression of genes related to chromatin organization in all analyzed tissues is consistent with the possibility that these alterations comprised the altered intermediates that primed the recreation of altered chromatin organization through development and across generations (Fig. 4).

**Figure 4:**
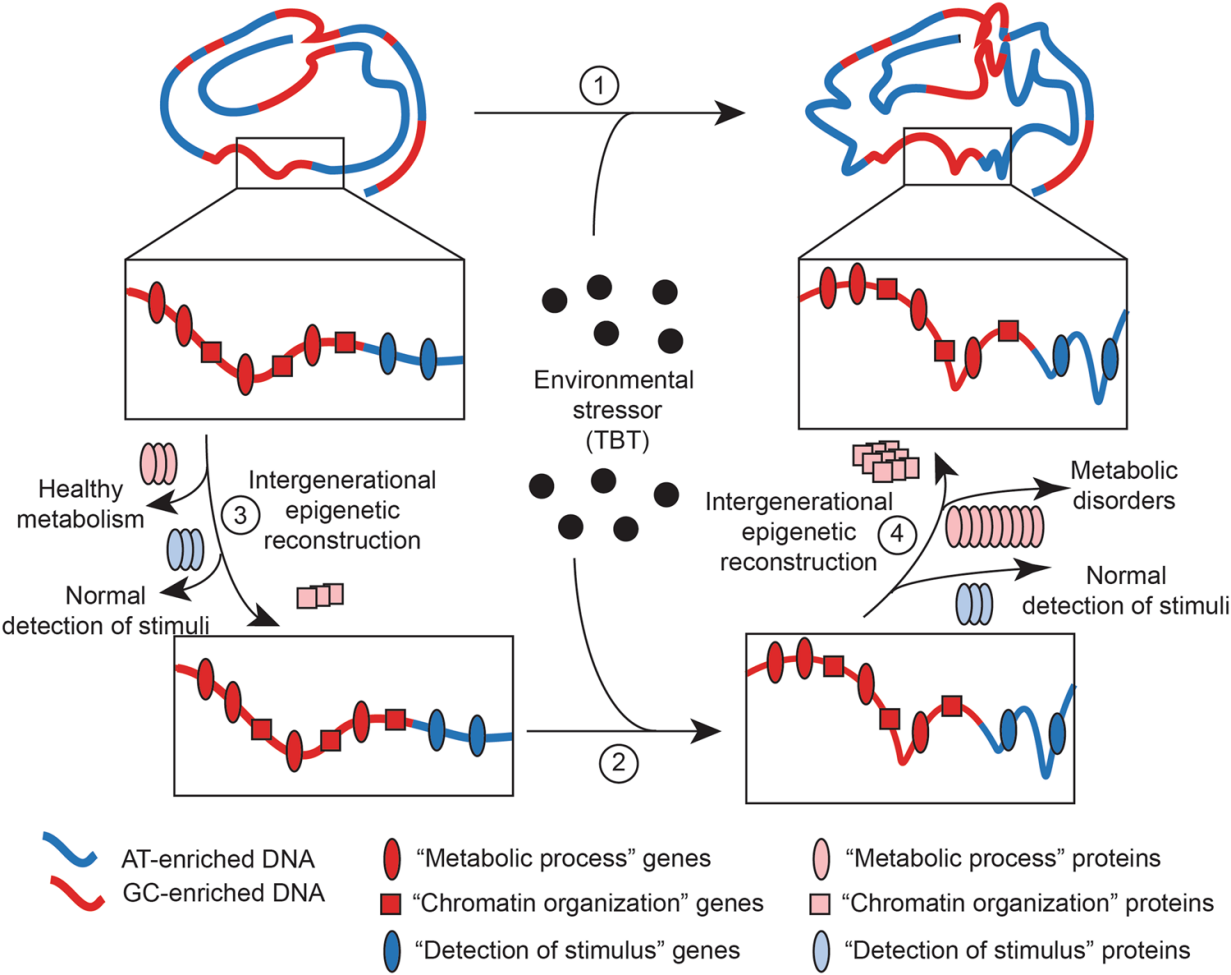
Model for intergenerational reconstructive propagation of environmental disruptions of chromatin organization. Based on our integrative analyses of TBT-dependent variation of DNA methylomes and transcriptomes of F3 and F4, females and males MSCs and F4 male gWAT and liver, and chromatin accessibility of F3 and F4 male sperm, we argue that the exposure to environmental stressors like TBT can cause a self-propagating disruption of chromatin organization, which is symbolized in this cartoon as changes in the spatial arrangement of an ideal chromosome in an ideal tissue (1 and 2). We argue that environmental disruptions of chromatin organization might be able of self-reconstructing through development and across generations and predispose to metabolic disorders because the disruption itself subsequently bias in a concerted way the expression of “chromatin organization” and “metabolic process” genes (3 and 4), which is symbolized in this cartoon as an increase in the number of proteins encoded by each type of genes. Our model does not include which is the nature of the original effect caused by the ancestral exposure to an environmental stressor, e.g., direct disruption of chromatin organization or alteration of chromatin organization determinants (2). MSCs: mesenchymal stem cells; gWAT: gonadal white adipose tissue.

Confirmation that ancestral TBT exposure caused a self-reconstructing disruption of the heterochromatin/euchromatin organization will require new transgenerational experiments. However, observations made in *Drosophila melanogaster* and in humans supports our contention that environmental disruption of chromatin dynamics during early embryogenesis leading to disruption of chromatin organization that subsequently predisposes to metabolic disorders might be common in eukaryotes. First, it is known that the exposure to environmental stressors early in *D*. *melanogaster* embryogenesis results in heterochromatin alterations propagated through development and across generations^74–76^. Second, Öst and coworkers showed that exposing *D*. *melanogaster* males to brief dietary restrictions caused extensive disruptions of the heterochromatin/euchromatin organization in the germ line and their descendants, who also showed a predisposition towards obesity^77^. Third, despite obvious limitations to perform human longitudinal studies spanning analyses of genomic traits in the germ line and/or early embryogenesis, it is noteworthy that in one of the best-studied environmental disruptions of human development, the Dutch Famine Cohort, descendants of women exposed to famine prior to pregnancy and during the first trimester were significantly predisposed to metabolic disorders compared to those exposed later in pregnancy^78^. This is consistent with the possibility that exposure of female gametes to famine contributed to disruptions in chromatin organization very early in embryogenesis.

Our observation of the association between GC-regional bias in chromatin organization and metabolic genes in the mouse and human genomes, together with the similar bias seen in genetic variants associated with human metabolic diseases/traits might indicate that both humans and mice share a genomic organization that could make them susceptible to environmentally-driven disruptions of chromatin organization. This disrupted organization may be able to self-propagate through development and across generations and to predispose naïve descendants of exposed individuals to metabolic disorders. Mice and humans share common principles in their genomic organization, such that environmental disruptions of chromatin organization could be transgenerationally self-reconstructed and phenotypically manifested as metabolic disorders. This could be key for the study of how environmental factors, broadly defined, influence human metabolic disorders. Developmental and intergenerational propagation of environmental disruptions in heterochromatin/euchromatin organization might depend on the reconstruction of extensive genome-wide alterations primed by already altered chromatin organization intermediates. Therefore, it should be expected that detection of such disruptions had escaped analytical approaches that relied primarily on phenotypic variations being caused by a small number of discrete, stable genetic and/or epigenetic alterations^79^. The study of variation in genomic traits with respect to proxies of chromatin organization is sensitive both to the developmental and cellular dynamics of chromatin organization and its disruption following exposure to certain environmental stressors^21,31,77^. Incorporation of chromatin organization-driven analysis of genomic traits to a wider array of samples obtained from animal models and human individuals and/or populations susceptible to environmentally-driven health challenges could be of great benefit in developing analytical tools to better assess environmental components of human disease.

## Materials and Methods

### Experiment description

Procedures using mice were conducted in accordance with Federal guidelines and regulations and were approved by the Institutional Animal Care and Use Committee of the University of California, Irvine (Protocol ID: AUP-17–212). Detailed information about animal procedures were described in a previous publication^21^.

### Tissue collection and sample preparation

Liver and gWAT tissue were isolated from 4 non-sibling, non-cousin randomly selected mice exposed to the diet challenge (33-week-old) and processed as described^21^. MSCs were isolated from femurs and tibias of 8-week-old non-breeding mice. After euthanasia, hind limbs were harvested. Skin, muscle and connective tissue was removed to clean femurs and tibias. Ends of each bone were snipped off with scissors, and warm media (Dulbecco’s modified Eagle medium supplemented with 10% calf bovine serum, 10 mM HEPES, 1 mM sodium pyruvate, 100 IU/mL penicillin, and 100 mg/mL streptomycin) was flushed through the bone marrow cavity with a syringe and a 25 gauge needle. Flushed marrow was collected in a petri dish and broken up by carefully pipetting the media several times. Cell suspensions were strained with a 100 μm nylon strainer to remove cell clumps and bone particles. Cells were centrifuged at 400 × g for 5 min at RT and supernatant was removed. Pellet was resuspended in fresh media, plated in a 10 cm dish and maintained at 37 °C with 5% CO_2_ (passage 0). Media was replaced every 3 days. Cells were trypsinized when they reached 80–90% confluency (6–8 days). MSCs from 3 non-sibling, non-cousin animals from the same treatment group and gender were pooled to generate each of the 5 biological replicates per treatment group. At passage 2, cells were processed for molecular analyses.

### Initial analysis of TBT-dependent variation of DNA methylome and transcriptome

Genomic DNA (gDNA) and RNA were isolated and deep-sequencing downstream analyses performed as described^21^. Raw and processed data for MBD-seq and RNA-seq analyses of F3 and F4 female and male MSCs, and F4 male liver are available at Gene Expression Omnibus (GSE136377). Raw and processed data for MBD-seq and RNA-seq analyses of F4 male gWAT were retrieved from Gene Expression Omnibus (GSE105051). The Supplementary Methods file includes a detailed copy of the R script used here.

We set the threshold of significance for TBT-dependent DNA methylome variation after inspecting the genomic distribution of Differentially Methylated Regions (DMRs) identified using 46 *p* value thresholds ranging between *p* = 0.00001 and *p* = 1 (Supplementary Table S1)^21^. Hypermethylated and hypomethylated DMRs represent cases in which MBD-seq read coverage was significantly higher or lower in TBT than in DMSO samples, respectively. We defined Merged Differentially Methylated Regions (mDMRs) by merging adjacent DMRs with the same direction of change for each tissue and *p* value threshold. We calculated and plot mDMR/DMR ratios for each tissue and *p* value threshold. mDMR/DMR ratio dynamics for each tissue while increasing *p* value thresholds would approximate the independency of newly discovered genomic regions showing significant MBD-seq read coverage. mDMR/DMRs would approach 1 when, upon threshold relaxation, newly identified DMRs tended to be unrelated to already identified DMRs. mDMR/DMRs would approach a minimum (equal to the number of chromosomes/number of genomic 100-bp consecutive, non-overlapping windows for all chromosomes, or 8.07 × 10^−07^) when, upon threshold relaxation, newly identified DMRs tended to be adjacent to already found DMRs. We set the threshold of significance for TBT-dependent methylome changes at *p* = 0.001 (Supplementary Fig. S1 and Table S2). 

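Adjacent windows with the same direction were merged at each threshold examined up to the deposited one. In F3 female MSCs the ratio of merged to single windows was 0.863 at p under 1e-05, with 73 windows, 0.850 at 0.0001 and 0.817 at 0.001. In F3 male MSCs it was 0.857 at 1e-05, with 14 windows, 0.877 at 0.0002 and 0.847 at 0.001. In F4 female MSCs it fell from 0.922 at 1e-05, with 230 windows, to 0.870 at 0.0002 and 0.830 at 0.001. In F4 male MSCs it fell from 0.967, with 61 windows, to 0.854, and in liver from 0.941, with 51 windows, to 0.857. The step from 0.0005 to 0.001 lowered the ratio in all 5 tissues. Thresholds above 0.001 were not analysed here.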

At this point, the mDMR/DMRs ratio consistently decrease for all tissues, meaning that DMRs newly identified using more relaxed thresholds of significance would broaden already identified significant TBT-dependent DNA methylome alterations instead of pointing to new independent ones.

We inspected TBT-dependent transcriptome variation between TBT and DMSO samples using the featureCounts function from Rsubread v1.28^80^ to assign uniquely mapped RNA-seq reads to GRCm38 genes and count reads with the following parameters: GTF.featureType = exon, GTF.attrType = gene_id, allowMultiOverlap = TRUE, nthreads = 24, and strandSpecific = 0. We used cpm and glmQLFTest functions from edgeR v3.20^81^ to estimate the number of counts per million per gene and the statistical significance of RNA-seq reads differential coverage between TBT and DMSO samples.

### Post-analysis of TBT-dependent variations of DNA methylome and transcriptome

Supplementary Tables S2 and S5 provide information for TBT-dependent DNA methylome and transcriptome variation used in the following post-analyses.

We quantified recurrent DMRs (rDMRs) as DMRs with the same direction of change in at least two of the tissues under consideration. No rDMR was found for more than two tissues. 

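Counting each direction separately, 43483 different windows were called in the 5 tissues. Of these, 11 were called in the same direction in 2 tissues and 0 in more than 2. Windows called in opposite directions in 2 tissues were more frequent, with 32 over the 10 pairs of tissues. They numbered 7 for F3 female and F4 female MSCs and 7 for F4 female and F4 male MSCs. With p under 0.0001 required in both tissues, 0 windows were shared in the same direction by any pair. The 11 windows of 100 bp, named after they were seen, began at chr14 34374401, lower in TBT in F3 female and F3 male MSCs, at chr18 85794901, higher in F3 female and F4 female MSCs, at chr2 163096601 and chr4 117572501, lower in F3 female and F4 male MSCs, at chr5 148043701, higher in F3 male and F4 male MSCs, at chr6 22463401, chr11 119958501 and chr16 62571601, lower in F4 female and F4 male MSCs, at chr19 8764901, lower in F4 female MSCs and liver, and at chr2 20937501 and chr11 102983701, lower in F4 male MSCs and liver.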

For each pair-wise tissue comparisons, we calculated the fraction of rDMRs as A_DMR_ ∩ B_DMR_/A_DMR_ ∪ B_DMR_, where A_DMR_ ∩ B_DMR_ represents the intersection of DMRs for tissues A and B or the number of DMRs found with the same direction of change in both tissues, and A_DMR_ ∪ B_DMR_ represents the union of DMRs for tissues A and B or the number of DMRs found in at least one of the two tissues (Table S3).

We analyzed TBT-dependent DNA methylome and transcriptome variation for our tissue panel with regard to genomic regions with a tendency toward uniformity in base composition or isochores^29^. Isochore coordinates for GRCm38 were retrieved from IsoFinder^82^. Isochores were assorted in types L1, L2, H1, H2, or H3 depending on their GC content as described^29^.

We quantified the number of hypermethylated and hypomethylated DMRs overlapping at least one base of any isochore. For each tissue and isochore type, we calculated hyper-/hypomethylated DMR ratios as (u/d)/(U/D), where u and d represent the number of hypermethylated and hypomethylated DMRs overlapping isochores of each type, respectively, and U and D represent the number of hypermethylated and hypomethylated DMRs overlapping any isochore, respectively (Table S4). For each tissue and isochore type, we calculated DMR enrichments as (x/X)/(l/L), where x and X represent the total number of hypermethylated and hypomethylated DMRs overlapping isochores of each type or any isochore, respectively, and l and L represent the cumulative length of isochores of each type or all isochores, respectively (Table S4). To assess whether observed hyper-/hypomethylated DMR ratios and DMR enrichments were significantly different from those expected just by chance, we compared them with hyper-/hypomethylated DMR ratios calculated after randomly rearranging isochore type tags 10,000 times (Table S4).

To ascertain whether TBT-dependent transcriptome variation tended to be significantly biased in a concerted way for genes sharing relevant traits, we performed Monte Carlo-Wilcoxon matched-pairs signed-ranks tests (MCW)^21,30^. For each tissue under consideration, we selected those genes that were deemed as expressed in both treatments, *i*.*e*., genes for which RNA-seq read coverage was higher than 0 in at least two biological replicates per treatment (Table S5). We defined gene subsets depending on their location with regards to GRCm38 isochores, our previously defined TBT-dependent DMRs (Table S2), or their association with gene ontology (GO) terms (Table S5). GRCm38 genes overlapping isochores, or associated with TBT-dependent DMRs were identified using the tool “Genomic Regions Search” from MouseMine^83^. To account for three possible types of association between TBT-dependent DNA methylome and transcriptome variation, we defined three subsets of genes as described^21^. Subset I includes genes with at least one DMR located less than 1,500 upstream or less than 500 bp downstream of their transcription start site (TSS). Subset II includes genes that overlap or flank at least one DMR. Subset III includes genes located within iso-differentially methylated blocks (isoDMBs), which represent genomic regions punctuated by iso-directional TBT-dependent DMRs. GRC3m8 genes associated with GO terms “*chromosome organization*” (GO:0051276), “*chromatin organization*” (GO:0006325), “*metabolic process*” (GO:0008152), and “*detection of stimulus*” (GO:0051606) were retrieved from the Gene Ontology Consortium database^84^.

MCW test proceeds by comparing gene expression bias indices (GEBI) calculated for the whole transcriptome or a subset of related before and after randomly rearranging data to simulate the effect of chance on the variation in gene expression for a dataset with the same size and expression range^21,30^. We performed MCW tests using transcript abundance mean (M) and coefficient of variation (CV), independently^30^. mGEBI and cvGEBI represent bias indices calculated using transcript abundance mean and CV, respectively. For each subset of genes and tissue, mGEBI was calculated following five steps. First, we subtracted transcript abundance mean for DMSO samples (M_i,DMSO_) from TBT samples (M_i,TBT_) for each gene, *i*.*e*., ∆M_i_ = M_i,TBT_ − M_i,DMSO_. Second, we assigned ranks to all genes in the dataset after sorting them according to the absolute value of ∆M_i_ from lower to higher. Third, we assigned signs to each rank according to the sign of ∆M_i_. Fourth, we sum signed ranks corresponding to genes for the subset under analyses. Fifth, we calculated mGEBIs by dividing the sum of sign ranks for each subset by the maximum value the sum would take if the genes in the subset in question were the ones with highest ∆M_i_ values. Thus, mGEBI for each subset would range from 1 to −1 if the genes in this subset were the ones showing the highest or the lowest ∆M_i_ values, respectively. cvGEBI were calculated in the same way after subtracting for each gene transcript abundance CV for DMSO samples (CV_i,DMSO_) from TBT samples (CV_i,TBT_), *i*.*e*., ∆CV_i_ = CV_i,TBT_ − CV_i,DMSO_. To assess whether observed GEBIs were significantly different from those expected just by chance, we compared them with GEBIs calculated after randomly rearranging signed ranks for each tissue 10,000 times (Table S6).

### Genomic distribution of genes associated with GO terms and genetic variation associated with metabolic diseases/traits

GRCm38 isochore coordinates and overlapping genes were retrieved as described in the previous section. Isochore coordinates for Genome Reference Consortium Human build 37 (GRCh37) were retrieved from IsoFinder^82^. GRCh37 isochore coordinates were converted into Genome Reference Consortium Human build 38 (GRCh38) coordinates using Lift-Over utility from Galaxy v1.0.6^85^. Isochores were assorted in types L1, L2, H1, H2, or H3 depending on their GC content as described^29^. GRCh38 genes overlapping isochores were identified using the tool “Search for features within Genomic Regions” from HumanMine v5.1^86^. GRCh38 genes associated with GO terms “*chromosome organization*” (GO:0051276), “*chromatin organization*” (GO:0006325), “*metabolic process*” (GO:0008152), and “*detection of stimulus*” (GO:0051606) were retrieved from the Gene Ontology Consortium database^84^. For each GO term and isochore type, we calculated GO enrichments as (x/n)/(X/N), where x and X represent the number of genes associated with each GO term overlapping isochores of each type or any isochore, respectively, and n and N represent the number of genes overlapping isochores of each type or any isochore, respectively. To assess whether observed GO enrichments were significantly different from those expected by chance, we compared them with GO enrichments calculated after randomly rearranging isochore type tags 10,000 times (Table S7).

GRCh38 locations for single nucleotide polymorphism (SNPs) associated with diseases/traits “Body mass index”, “Obesity-related traits”, “Type 2 diabetes”, “Diastolic blood pressure”, “Systolic blood pressure”, “Adolescent idiopathic scoliosis”, and “Post bronchodilator FEV1/FVC ratio in COPD” were retrieved from the NHGRI-EBI GWAS Catalog^44^. For each disease/trait and isochore type, we calculated GWAS SNP enrichments as (x/X)/(l/L), where x and X represent the number of SNPs for each trait mapping to isochores of each type or any isochore, respectively, and l and L represent the cumulative length of isochores of each type or all isochores, respectively. To assess whether observed GWAS SNP enrichments were significantly different from those expected by chance, we compared them with GWAS SNP enrichments calculated after randomly rearranging isochore type tags 10,000 times (Table S8).

### Statistical analyses

G*Power v3.1.5 was used to perform a priori power analysis to determine the number of animals required for DNA methylome and transcriptome analyses. Since gene expression changes in tissues are typically ≥ 1.5 fold with SEM of ≤ 10% (effect size d = (μ1−μ2)/σ = 3.92), we set type I and II errors (α and β) at 0.05 and the effect size d = 3.92, the minimum sample size required for a Power (1−β) of 0.95 was calculated to be ≥ 4.

The statistical significance of observed hyper-/hypomethylated DMR ratios, DMR enrichments, GEBIs, GO enrichments, and GWAS SNP enrichments was determined by calculating *p*_*upper*_ and *p*_*lower*_ as the fraction of the 10,000 chance simulations rendering measures that were higher or equal, or lower or equal than observed ones, respectively (Tables S4 and S6–S8). Observed hyper-/hypomethylated DMR ratios, DMR enrichments, GEBIs, GO enrichments, and GWAS SNP enrichments were considered significant if either *p*_*upper*_ or *p*_*lower*_ values were lower than 0.05.

To help comparing visually observed *versus* expected-by-chance contrasts between different traits and tissues, we calculated 5^th^ and 95^th^ percentiles for each 10,000-iteration set of chance simulations, and graphically represented areas limited by the ratios observed/5^th^ and 95^th^ expected-by-chance percentiles using a logarithmic scale. For each trait and tissue under analyses, observed measures were considered significantly higher or lower than measures expected by chance (p < 005) if the highlighted area is above or below the 0 value, respectively, and no significantly different from measures expected by chance (p ≥ 0.05) if the highlighted area spanned the 0 value.

## Supplementary information

Supplementary material

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

How the deposited data were processed for this re-analysis (not part of the article)

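RNA-seq and MBD-seq libraries of the same 5 tissues were studied: MSCs of F3 females, F3 males, F4 females and F4 males, with 5 TBT and 5 control (DMSO) replicates each, and liver of F4 males, with 4 TBT and 4 control mice. This made 96 libraries, 48 of RNA-seq and 48 of MBD-seq. An MSC replicate was a pool of cells from 3 animals at passage 2. Each library took its tissue, treatment and replicate number from its sample label. Neither the labels nor the paper's text names the litter, the sequencing batch or the aligner, and the replicate number is the only link between a TBT and a control library.

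For RNA-seq, the authors counted uniquely mapped reads on the exons of GRCm38 genes with featureCounts, and the deposited signal of a gene is its read count divided by the TMM-scaled size of the library and scaled to CPM. The authors also deposited a log2 fold change of TBT against control and a mean log2 CPM for each gene, from edgeR. The F statistic is a score that the authors took from the quasi-likelihood test of edgeR, and the p-value and FDR are those the authors obtained from the same test in each tissue. For MBD-seq, the authors mapped reads to GRCm38 and took their coverage in 100 bp windows with MEDIPS, and the deposited windows are those with p under 0.001 in a tissue. The deposited RPKM is the number of reads per kilobase of window scaled to the total of the library by the authors, rounded to 2 decimals. The columns headed counts are a score: within a library the deposited value is a step function of RPKM and not proportional to it, and a window with 1 read is listed at a value from 0 to 4 that depends on the library, so the authors had normalized it between libraries. The log2 fold change, p-value and adjusted p-value of a window were deposited by the authors from the test of MEDIPS.

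Within a tissue and library, the RNA-seq values were whole multiples of the value of 1 read, as were at least 99.0% of the RPKM values, and depth was computed from that value. RNA-seq libraries had from 13000000 to 136300000 reads on genes, with a median of 53800000, and MBD-seq libraries from 9100000 to 29200000 mapped reads, with a median of 20100000. A window of 100 bp held a median of 0 to 5 reads per library, so methylation was summarized over isochore types. The deposited values are normalized, and limma on their logarithm was the test written into the plan for that case. Reads per gene can be computed back from the value of 1 read, but no test that models read counts was run on them.

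Genes were placed on GRCm38 by their NCBI gene identifier, which succeeded for 25186 of 27179 genes. The isochore type of a gene or window was set by the GC content of the 200 kb around it, with limits of 37%, 41%, 46% and 53%, and not with IsoFinder. Genes were called expressed when above 0 in at least 2 replicates of each treatment. Differential expression was tested in each tissue with limma 3.58.1 in R 4.3.3 on log2(CPM + 0.5), with Benjamini-Hochberg adjustment and a threshold of 0.05. The mGEBI followed the paper's definition, with 10000 random rearrangements of the signed ranks over genes. Genes are not replicates, so 2 measures per library were added, the GC-AT contrast and the contrast of a GO term, for genes with a mean CPM of at least 1. Both were compared between TBT and control libraries with exact permutation tests, and the differences between sexes and between MSCs and liver were tested by permuting treatments within each sex or tissue. P-values were adjusted by Benjamini-Hochberg over the tissues, the terms and tissues, or the differences between groups. Ratios of windows higher to windows lower in TBT followed the paper's definition, with 10000 random rearrangements of the isochore type tags over windows. Genes of a GO term were those marked in the first part of Table S5, the part used here, with 1994 genes. These are the genes expressed in F3 female MSCs with NCBI gene identifiers up to 16524, so results by GO term, and the isochore calls taken from Table S5, cover a part of the genes and leave out those not expressed in that tissue. Subset II took genes that overlap a window and left out the flanking parts. The direction of a window followed the RPKM columns. A negative deposited log2 fold change was counted as higher in TBT, which held for the mean RPKM in 100% of the MSC windows and 6055 of the 6061 liver windows. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

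By a rule written before the data were examined, single genes of the following kinds were named. The first were Pparg, Rxra, Rxrb and Rxrg, taken here as the genes of PPARγ and RXR, which the paper states TBT activates. The second were the sex-check genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. The last were at most 3 genes per tissue. They had to have the largest change among genes with an adjusted p-value under 0.05 and groups that do not overlap.

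The mGEBI test, the test of window ratios, the GC-AT contrast and limma were checked on simulated data, and the other tests were not. For the mGEBI signed ranks were shuffled over genes, and for window ratios directions were drawn independently, as each test assumes. Their shares thus do not check deviations between libraries that genes or windows share. With no difference, 3.5% of 200 one-sided mGEBI tests, 6% of 200 tests of window ratios, and 7% (F3 female MSCs) and 1.5% (liver) of 200 tests of the GC-AT contrast fell under 0.05. A simulated shift of 0.2 in the contrast was estimated at 0.188 and 0.184 on average in these tissues and called in 100% and 96.5% of simulations. The simulated spread between libraries was not compared with the measured pooled SD, 0.14 in F3 female MSCs and 0.11 in liver. These shares therefore cannot be read as the power of the test in the real libraries. For limma, a simulation of counts with a dispersion of 0.02 for every gene gave calls for 99.5% of genes changed by a factor of 2 in F3 female MSCs and 97.5% in liver. A simulation with each gene's measured SD between libraries of a group, added after the results were seen, with independent genes, gave 74.0% (liver) to 87.5% (F3 female MSCs) over the 5 tissues, and 11.5% (liver) to 65% (F3 male MSCs) for a factor of 1.5. Between 4.49% and 8.50% of its calls were genes that had not been changed.

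Alternatives covered the pseudocount, the gene filter, TMM scaling, the GC window, the isochore calls of Table S5, the ranking variable, the summary over genes, the window threshold, merging and overlap, autosomes only, the replicate number as a block, a limma fit of all 5 tissues together, and leaving out each library in turn. Other splits of the libraries into groups of the same sizes were fitted for limma and the mGEBI, up to 100 per tissue. The test and size factors of DESeq2 were not run. The gWAT data and the human analyses of the paper were left out, since they rest on other data sets, and the index of variation in expression was left out, since the comparisons planned here were of means.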

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

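Of the tests used in this part, local GC content as a bias of libraries was chosen only after the results were seen. Within groups of 4 or 5 libraries, 8 values lay far from those of the other libraries of their group by Dixon's test at a threshold of 0.05, among 160 groups tested. By chance about 1 in 20 groups gives such a value, so that 8 of 160 is what chance gives, and no pattern over libraries is claimed. The paper reports no value of this kind. The design gives no condition that sets 1 library apart from the others of its group, so that no biological explanation was tested for any of them.

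For the GC-AT contrast (the mean log2 expression of genes in H2 and H3 relative to genes in L1 and L2, centred on the mean of the tissue), TBT replicate 1 of F4 male MSCs had -0.0044, while the other 4 TBT libraries had 0.078 to 0.10. Over the 10 libraries of this tissue with group means removed, the contrast followed log2 of the reads counted on genes (Pearson's r 0.683, permutation p = 0.0184, adjusted over 10 such relations p = 0.0928). A depth of 91301863 reads, lower than in 3 of the other 4 TBT libraries, may contribute to the low value, but replicate 5, with 65517299 reads, had 0.078. The contrast also followed the share of signal in the 10 most abundant genes (r 0.801), but not without the 2 farthest libraries (r 0.228), and TBT replicate 2, with a lower share (8.56%) than replicate 1 (8.67%), had a contrast of 0.099. Local GC content as a bias of libraries could not be excluded, and the low value cannot be told apart from it. Without this library the difference between TBT and control was 0.17, against 0.15 with all 10.

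The share of signal in the 10 most abundant genes was 8.38% in TBT replicate 2 of F3 male MSCs and 8.76% to 8.91% in the other 4 TBT libraries. This library had 66700038 reads on genes, more than 3 of the other 4. Over all libraries of this tissue, neither log2 of the gene reads nor the top-10 share was related to the GC-AT contrast with group means removed (r -0.0281, permutation p = 0.922, and r 0.253, permutation p = 0.522). Without the 2 farthest libraries r for the top-10 share was -0.723, so a relation to this share is left open. What lowered the share was not tested.

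The contrast of the metabolic process genes with the other genes was -0.012 in TBT replicate 3 of F3 female MSCs and 0.0054 to 0.011 in the other 4 TBT libraries. This library had the fewest gene reads of its group (37450115) and the lowest sum of its scaled values (982717). Without it the difference between TBT and control was 0.013 (exact p = 0.103), against 0.0082 (exact p = 0.381) with all libraries. The same contrast was -0.025 in DMSO replicate 1 of F4 male MSCs and 0.020 to 0.033 in the other 4 control libraries. Its 91814272 gene reads were the median of its group, so that its depth does not set it apart. Without it the difference was -0.040 (exact p = 0.0556), against -0.030 (exact p = 0.135) with all libraries. No other technical explanation was tested for these 2 values.

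DMSO replicate 2 of F4 female MSCs held 2 of the 8 values. Its contrast of the chromosome organization genes was -0.21, with -0.0022 to 0.061 in the other 4 control libraries, and its CPM of Pparg was 31.0, with 50.6 to 56.9 in the others. Its 105084579 gene reads were the median of its group. Its 10 most abundant genes took 9.87% of the signal, more than in the other 4 control libraries, and in this tissue the GC-AT contrast followed this share with group means removed (r 0.746, permutation p = 0.0274, adjusted over 10 relations p = 0.0928). Whether the contrast of chromosome organization and Pparg follow it was not tested. Without this library, the difference in the chromosome organization contrast went from 0.033 (exact p = 0.611) to -0.015 (exact p = 0.770), and the log2 fold change of Pparg from 0.22 to 0.063, neither with an adjusted p-value under 0.05.

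The MBD-seq GC-AT contrast over the windows listed for a tissue was 0.27 in DMSO replicate 1 of F4 male MSCs and 0.68 to 0.78 in the other 4 control libraries. It was -0.94 in TBT replicate 3 of liver and -0.68 to -0.63 in the other 3 TBT libraries. Each was the deepest library of its group, with 26200000 and 23600000 reads, and had the fewest listed windows without reads, 10.0% against 31.7% to 42.8% and 4.44% against 11.2% to 54.3%. Depth may therefore contribute to both values. The listed windows were chosen by the authors for a difference between groups, so that tests on them cannot decide this, and both values cannot be told apart from an effect of depth. Leaving out these libraries gave a difference between TBT and control of -1.35 in F4 male MSCs and -1.37 in liver, against -1.26 and -1.44 with all libraries.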

How the results depend on the processing

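The alternatives below were set before the data were examined, except for a pseudocount of 0.1 and a spread that follows the mean in limma, the replicate number as a block for the differences between sexes and between MSCs and liver, and leaving out libraries for the mGEBI of GO terms and DMR subsets, which were chosen after seeing the data. The tests of other splits of the libraries were also chosen after the results were seen and are given in the last part. A value with a test counts as changed when its direction or its side of the threshold of 0.05 changed, and a count when it moved by more than a factor of 1.5. The direction of an mGEBI is taken from the mean of its random rearrangements, so that a positive index can be lower. For every change listed here, the cause was not tested. The test and size factors of DESeq2, set as an alternative for deposited read counts, were not run.

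Under limma, the number of genes with an adjusted p-value under 0.05 stayed at 0 in all 5 tissues with library size only, the filterByExpr rule, no gene filter, the replicate number as a block, a pseudocount of 0.1 and a spread that follows the mean. A fit of all 5 tissues together, with a single spread per gene that may be too small for liver, gave 0 in the MSC tissues and 167 in liver. Over these alternatives the genes with an unadjusted p-value under 0.05 numbered 315 to 649 in F3 female MSCs, 1339 to 2090 in F3 male MSCs, 209 to 618 in F4 female MSCs, 1107 to 1888 in F4 male MSCs and 431 to 1773 in liver. With 1 library left out at a time, the adjusted count ranged from 0 to 5 in F3 male MSCs and from 0 to 1 in liver and was 0 in the other tissues, and the unadjusted count was 278 to 813 in F3 female MSCs, 1173 to 2438 in F3 male MSCs, 287 to 483 in F4 female MSCs, 1123 to 2659 in F4 male MSCs and 457 to 1206 in liver. The 5 genes of F3 male MSCs, without TBT replicate 5, were Marco (log2 fold change -3.58), Padi2 (log2 fold change 1.08), Ptgs1 (log2 fold change -1.22), Saa3 (log2 fold change -3.00) and H4f16 (log2 fold change -0.90), and the gene of liver, without TBT replicate 2, was Themis (1.23), all named after their values were seen.

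The GC-AT contrast (log2) kept its direction and its side of the threshold in all 5 tissues with log2(CPM + 0.1), all expressed genes, a mean CPM of at least 10, a GC window of 1000 kb and the isochore calls of Table S5. Under the median over genes it was -0.0016 in F3 female MSCs, of the other sign, and 0.15 in F4 male MSCs, no longer past the threshold (exact permutation p = 0.0635). A GC window of 50 kb gave -0.0095 in F3 female MSCs, of the other sign, 0.090 in F3 male MSCs, now past the threshold (exact permutation p = 0.0476), and 0.16 in F4 male MSCs, no longer past it (exact permutation p = 0.0556). With 1 library left out at a time, the difference went from -0.050 to 0.064 in F3 female MSCs, 0.073 to 0.12 in F3 male MSCs, -0.051 to 0.040 in F4 female MSCs, 0.10 to 0.19 in F4 male MSCs and -0.068 to 0.049 in liver. Of the 10 fits in F4 male MSCs 6 were no longer past the threshold, with exact permutation p from 0.0159 to 0.0952. Of the 10 in F3 male MSCs 1 was newly past it (exact permutation p = 0.0317). The differences between the sexes and between F4 male MSCs and liver were not past the threshold under any of the alternatives run, and with the replicate number as a block the exact permutation p was 0.199 and 0.123 for the sexes in F3 and F4 and 0.199 for MSCs and liver.

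Same-numbered TBT and control libraries of F4 male MSCs and liver did not deviate in the same genes (mean correlation -0.0733 and 0.0479 over genes, which are not independent), nor did those of MBD-seq in any tissue (between -0.0898 and 0.0719). For these tissues the replicate number as a block is given here alone. The difference is the same by design and only the test changes: 0.15 in F4 male MSCs (exact permutation p = 0.188) and 0.048 for detection of stimulus there (exact permutation p = 0.0625), where 0.0625 is the smallest value 5 pairs can give, so a block could not pass the threshold. In liver the exact permutation p with a block lay between 0.125, the smallest value 4 pairs can give, and 1. Under limma, the block gave 0 genes with an adjusted p-value under 0.05 in F4 male MSCs and liver, and 1107 and 688 with an unadjusted one. For the windows of MBD-seq, the block cannot move the difference between the groups.

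For the contrast of a GO term (log2), removing a straight line on GC content in each library changed no direction and no side of the threshold. Detection of stimulus changed sign at a mean CPM of at least 10 in F3 female MSCs (-0.0037) and F4 female MSCs (0.033) and with the median over genes in F3 female MSCs (-0.0092), and in F4 male MSCs it was no longer past the threshold, at 0.036 and 0.034. With 1 library left out, the ranges that crossed 0 or the threshold were, for chromatin organization, -0.016 to 0.041 in F4 female MSCs. For chromosome organization the range was -0.015 to 0.061 in F4 female MSCs and -0.069 to 0.0041 in F4 male MSCs. For metabolic process the range was -0.0087 to 0.020 in F4 female MSCs and -0.040 to -0.020 in F4 male MSCs. For detection of stimulus the range was 0.037 to 0.090 in F3 male MSCs, -0.030 to 0.028 in F4 female MSCs, 0.018 to 0.064 in F4 male MSCs and -0.056 to 0.023 in liver.

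The mGEBI changed under each of its alternatives. Without TMM scaling, the indices no longer past the threshold were chromatin organization (0.0944) in F3 female MSCs, L1 (-0.102) in F3 male MSCs, subset I lower (0.00613) and metabolic process (0.0342) in F4 female MSCs, and L1 (0.141), metabolic process (0.0466) and detection of stimulus (-0.143) in liver. Newly past the threshold was H3 (-0.153) in F4 female MSCs. On the other side of their rearrangement mean were subset III lower (-0.0893) and metabolic process (-0.0633) in F3 male MSCs, L2 (-0.0216) in F4 female MSCs, and subset I higher (0.145) in liver. With ranks of log2 fold changes, the indices no longer past the threshold were L1 (-0.0663) and subset III higher (0.0205) in F3 female MSCs, subset II higher (-0.0519), subset III higher (-0.0441), subset I lower (0.0288) and subset II lower (-0.0409) in F4 female MSCs, and H3 (-0.0413) and metabolic process (0.010) in liver. Newly past the threshold was detection of stimulus (0.210) in F4 male MSCs. On the other side of their rearrangement mean were L2 (-0.00890) in F4 female MSCs, and subset III lower (0.0440) in liver. Of these, L2 was also newly past the threshold (permutation p = 0.0244). At a mean CPM of at least 1, the indices no longer past the threshold were chromatin organization (0.140) in F3 female MSCs, L1 (-0.0840) in F3 male MSCs, and H3 (-0.10) and detection of stimulus (-0.277) in liver. Newly past the threshold was H3 (0.00265) in F4 female MSCs. On the other side of their rearrangement mean was L2 (0.0993) in F4 female MSCs. With the isochore calls of Table S5, which cover fewer genes, the indices no longer past the threshold were L1 (0.00157) in F3 male MSCs, H1 (0.127) and H2 (0.0796) in F4 female MSCs, and H1 (-0.0231) and H3 (-0.113) in liver. On the other side of their rearrangement mean were L1 (0.197) and H3 (0.00874) in F3 female MSCs, L2 (0.101) in F4 female MSCs, L1 (0.0539) in F4 male MSCs, and L1 (-0.411) in liver. Of the 25 indices by isochore type, 14 changed under none of these, among them L2, H1, H2 and H3 of F3 male and F4 male MSCs, as did 22 of the 30 indices by DMR subset and 14 of the 20 by GO term.

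With 1 library left out at a time, L2, H1, H2 and H3 of F3 male MSCs and all 5 isochore types of F4 male MSCs kept their side of the rearrangement mean and of the threshold. For the other types the index went, in L1, from -0.166 to 0.0252 in F3 female MSCs, -0.123 to -0.0157 in F3 male MSCs, -0.0780 to 0.130 in F4 female MSCs and 0.0327 to 0.195 in liver. The range of L2 was -0.125 to 0.159 in F3 female MSCs, -0.0945 to 0.134 in F4 female MSCs and -0.0906 to 0.151 in liver. The range of H1 was 0.0150 to 0.137 in F3 female MSCs, -0.00749 to 0.134 in F4 female MSCs and 0.00303 to 0.0861 in liver. The range of H2 was -0.0852 to 0.203 in F3 female MSCs, -0.113 to 0.157 in F4 female MSCs and -0.109 to 0.0128 in liver. The range of H3 was -0.165 to 0.405 in F3 female MSCs, -0.264 to 0.256 in F4 female MSCs and -0.129 to 0.0233 in liver. By DMR subset, for windows or isoDMBs higher or lower in TBT, the ranges were, in subset I higher, -0.0578 to 0.0725 in F3 female MSCs, -0.0680 to 0.105 in F3 male MSCs, 0.0102 to 0.158 in F4 female MSCs, -0.0680 to 0.0241 in F4 male MSCs and -0.103 to 0.0635 in liver. Subset I lower gave -0.0130 to 0.148 in F3 female MSCs, -0.00422 to 0.0989 in F3 male MSCs, 0.0422 to 0.194 in F4 female MSCs and -0.154 to -0.0184 in liver. Subset II higher gave -0.00491 to 0.0735 in F3 male MSCs and -0.0554 to 0.0555 in F4 female MSCs. Subset II lower gave -0.0458 to 0.0167 in F3 male MSCs and -0.0674 to 0.0664 in F4 female MSCs. Subset III higher gave -0.0313 to 0.134 in F3 female MSCs, 0.00833 to 0.0872 in F4 female MSCs and 0.00268 to 0.0671 in liver. Subset III lower gave 0.00219 to 0.0715 in F3 female MSCs, 0.0111 to 0.0348 in F3 male MSCs, 0.0229 to 0.0880 in F4 female MSCs and 0.00561 to 0.0302 in liver. By GO term they were, for chromatin organization, -0.0623 to 0.183 in F3 female MSCs, 0.0680 to 0.267 in F4 female MSCs, -0.186 to -0.0721 in F4 male MSCs and 0.0709 to 0.133 in liver. Chromosome organization gave 0.0324 to 0.314 in F3 female MSCs, -0.0982 to 0.0495 in F3 male MSCs, 0.0968 to 0.358 in F4 female MSCs, -0.191 to -0.00170 in F4 male MSCs and 0.0521 to 0.113 in liver. Metabolic process gave -0.00689 to 0.144 in F3 female MSCs, 0.0566 to 0.121 in F3 male MSCs, 0.0699 to 0.207 in F4 female MSCs, 0.0165 to 0.0475 in F4 male MSCs and -0.0993 to -0.00391 in liver. Detection of stimulus gave 0.122 to 0.251 in F3 male MSCs, 0.0824 to 0.207 in F4 female MSCs and -0.274 to -0.132 in liver. Of the 240 indices by isochore type with a library left out, 35 changed side, 20 were no longer past the threshold and 16 newly past it. By DMR subset 43, 21 and 9 of 288 did so, and by GO term 6, 34 and 4 of 192.

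The log10 ratio of windows higher to windows lower in TBT kept its sign and its side of the threshold under all alternatives with a value for 12 of 25 isochore types and tissues. With p under 0.0001, the ratios no longer past the threshold were L1 (-0.355) and H1 (-0.0562) in F3 female MSCs, H1 (0.0349) in F4 female MSCs, and H1 (-0.0521) in liver. Now past it was L2 (-0.504) in F3 male MSCs. Of the other sign were H1 (0.0158) in F3 male MSCs, and L1 (0.0653) in F4 female MSCs. After merging adjacent windows, the ratio no longer past the threshold was L1 (0.212) in F3 male MSCs. Now past it was H3 (0.511) in F3 female MSCs. For a GC window of 50 kb, the ratio no longer past the threshold was L1 (0.128) in F3 male MSCs. Now past it were H3 (0.835) in F3 female MSCs, L2 (-0.0638) and H3 (0.619) in F3 male MSCs, H3 (0.329) in F4 female MSCs, and H3 (-0.486) in liver. For one of 1000 kb, the ratios no longer past the threshold were L1 (0.126) in F3 male MSCs, and H3 (-0.431) in F4 male MSCs. Of the other sign were L2 (0.00855) in F3 male MSCs, and H3 (-0.146) in F4 female MSCs. On autosomes alone, the ratio newly past the threshold was L2 (-0.0779) in F3 male MSCs. No ratio could be computed with p under 0.0001 for L1 of F3 male MSCs or H3 of F3 female MSCs, F3 male MSCs, F4 male MSCs and liver, or with 1000 kb for H3 of liver, where 1 direction or both had no windows left. At p under 0.0001 the windows numbered 682 (187 higher and 495 lower in TBT) in F3 female MSCs, 162 (113 higher and 49 lower in TBT) in F3 male MSCs, 2021 (693 higher and 1328 lower in TBT) in F4 female MSCs, 702 (304 higher and 398 lower in TBT) in F4 male MSCs and 453 (170 higher and 283 lower in TBT) in liver. Windows called in the same direction in 2 tissues numbered 0 for every pair of tissues at this threshold. Within 1 kb they numbered 12 for F3 female MSCs and F3 male MSCs, 38 for F3 female MSCs and F4 female MSCs, 28 for F3 female MSCs and F4 male MSCs, 13 for F3 female MSCs and liver, 11 for F3 male MSCs and F4 female MSCs, 5 for F3 male MSCs and F4 male MSCs, 3 for F3 male MSCs and liver, 54 for F4 female MSCs and F4 male MSCs, 35 for F4 female MSCs and liver and 27 for F4 male MSCs and liver. Merging adjacent windows was run only at p under 0.001 with no distance allowed, and it changed none of the main counts.

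No fold change of Pparg, Rxra, Rxrb or Rxrg was past the threshold in any fit run. Without TMM scaling, Rxra changed sign in F4 female MSCs (-0.012) and liver (0.0095). With 1 library left out, the log2 fold changes that changed sign were, for Pparg, -0.12 to 0.19 in liver. The range of Rxra was -0.013 to 0.11 in F3 female MSCs, -0.053 to 0.080 in F4 female MSCs and -0.11 to 0.075 in liver. The range of Rxrb was -0.034 to 0.078 in F3 female MSCs and -0.12 to 0.047 in F4 female MSCs. The range of Rxrg was -0.019 to 0.050 in F4 female MSCs, -0.030 to 0.0064 in F4 male MSCs and -0.077 to 0.19 in liver. Those of Pparg in the 4 MSC tissues kept their sign in the fits without 1 library and in the alternatives run.

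The difference of the MBD-seq contrast stayed between 0.81 and 0.89 in F3 female MSCs, 0.24 and 0.34 in F3 male MSCs, 0.31 and 0.48 in F4 female MSCs, -1.35 and -1.16 in F4 male MSCs and -1.48 and -1.37 in liver with 1 library left out, which shows no stability, since the windows were chosen for their difference over all libraries. Depth limits what single windows and rare transcripts can show. The median window held between 0 and 5 reads per library, so directions of DMRs rest on sums over many windows, and those of H3 on 6 to 30 windows per tissue. Rxrg, with group means between 0.0111 and 0.0367 CPM in the MSC tissues where it was tested, was too low for a fold change to be read. The RNA-seq groups of F4 male MSCs differ in depth, with medians of 132400000 reads in TBT and 91800000 in control libraries, and the last part gives the test of depth for their contrast.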

Differences from the paper's values

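The paper's log10 ratios of hyper- to hypomethylated DMRs (Table S4) differed from the values here in all 25 combinations of isochore type and tissue, and had the other sign in all but L2 of F3 male MSCs. For F3 female MSCs, they were -0.337 in L1 against the paper's 0.340, -0.155 in L2 against the paper's 0.163, -0.0370 in H1 against the paper's 0.0277, 0.306 in H2 against the paper's -0.293 and 0.233 in H3 against the paper's -0.583. For F3 male MSCs, the values were 0.260 in L1 against the paper's -0.229, -0.0524 in L2 against the paper's -0.00472, -0.0632 in H1 against the paper's 0.0725, 0.147 in H2 against the paper's -0.0684 and 0.415 in H3 against the paper's -0.349. F4 female MSCs gave -0.0819 in L1 against the paper's 0.0599, -0.120 in L2 against the paper's 0.127, 0.0544 in H1 against the paper's -0.0719, 0.153 in H2 against the paper's -0.167 and 0.127 in H3 against the paper's -0.508. Values of F4 male MSCs were 0.669 in L1 against the paper's -0.662, 0.361 in L2 against the paper's -0.304, -0.131 in H1 against the paper's 0.161, -0.476 in H2 against the paper's 0.459 and -0.846 in H3 against the paper's 0.757. Liver had 0.720 in L1 against the paper's -0.735, 0.337 in L2 against the paper's -0.270, -0.106 in H1 against the paper's 0.126, -0.345 in H2 against the paper's 0.336 and -0.754 in H3 against the paper's 0.841. With p under 0.0001, the ratio of L1 in F4 female MSCs was 0.0653, within the range of the paper's value, and none of the other alternatives set before the data were examined (merged windows, GC windows of 50 kb and 1000 kb, autosomes only, and p under 0.0001 elsewhere) closed a gap where they gave a value. Direction was taken here from the coverage columns, which have the opposite sign of the deposited log2 fold change. Taking it from the sign of that fold change in place of the columns, a setting chosen after seeing the values, turns each ratio here into its negative. Many of the ratios then lie near the paper's values, while L2 of F3 male MSCs takes the other sign. Columns and fold changes do not conflict if the deposited fold change is that of control against TBT. The columns would then have the right direction. The deposited values alone cannot decide between this reading and wrong labels of the columns. Each direction of windows given here holds only if the columns are labelled correctly.

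The numbers of recurrent DMRs did not differ from the paper's for any of the 10 pairs of tissues. For 8 of these pairs, the fraction of DMRs recurring in the same direction was smaller than the paper's fraction (Table S3). It was 9.96e-05 against the paper's 0.000199 for F3 female MSCs and F3 male MSCs, 3.83e-05 against the paper's 0.000306 for F3 female MSCs and F4 female MSCs, 0.000116 against the paper's 0.000348 for F3 female MSCs and F4 male MSCs, 0 against the paper's 0.000214 for F3 female MSCs and liver, 8.84e-05 against the paper's 0.000442 for F3 male MSCs and F4 male MSCs, 0 against the paper's 0.000246 for F3 male MSCs and liver, 0.000110 against the paper's 0.000365 for F4 female MSCs and F4 male MSCs and 4.13e-05 against the paper's 0.000207 for F4 female MSCs and liver. No alternative was set for the fraction before the data were examined. Counting windows called in both tissues in either direction, a setting chosen after seeing the values, gave the paper's fraction for all 10 pairs.

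The mGEBI by isochore type (Table S6) differed from the paper's in 9 of 25 cases. The values were -0.0716 against the paper's 0.133 for L1 in F3 female MSCs, 0.0369 against the paper's 0.0696 for L2 in F3 female MSCs, 0.119 against the paper's 0.0286 for H3 in F3 female MSCs, -0.0688 against the paper's -0.199 for L1 in F3 male MSCs, -0.0201 against the paper's -0.0337 for H3 in F4 female MSCs, -0.134 against the paper's -0.383 for L1 in F4 male MSCs, 0.0540 against the paper's 0.0836 for L2 in liver, -0.0563 against the paper's -0.0237 for H2 in liver and -0.0819 against the paper's -0.0227 for H3 in liver. With the isochore calls of Table S5, read for 1760 genes with a single type, L1 of F3 female MSCs was 0.197, within the range of the paper's value, and L2 of liver was 0.111 without TMM scaling and 0.0665 with ranks of log2 fold changes. For the other 7, none of the alternatives set before the data were examined (no TMM scaling, ranks of log2 fold changes, a mean CPM of at least 1, Table S5's isochore calls) closed the gap. For L1 of F3 female MSCs the other 3 did not either, nor did a mean CPM of at least 1 or Table S5's isochore calls for L2 of liver.

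By DMR subset, the mGEBI (Table S6) differed in 11 of 30 cases, where higher and lower stand for windows or isoDMBs higher or lower in TBT by the coverage columns. The values were -0.00100 against the paper's 0.0277 for subset I higher in F3 male MSCs, 0.0495 against the paper's -0.256 for subset I lower in F3 male MSCs, -0.00218 against the paper's 0.0374 for subset II lower in F3 male MSCs, 0.0476 against the paper's 0.0250 for subset III higher in F3 male MSCs, 0.0261 against the paper's 0.0494 for subset III lower in F3 male MSCs, 0.0677 against the paper's -0.0292 for subset I lower in F4 male MSCs, -0.0477 against the paper's -0.145 for subset II lower in F4 male MSCs, -0.0908 against the paper's 0.103 for subset III higher in F4 male MSCs, 0.101 against the paper's -0.0893 for subset III lower in F4 male MSCs, 0.187 against the paper's 0.128 for subset II higher in liver and 0.0172 against the paper's 0.0422 for subset III lower in liver. With ranks of log2 fold changes, subset III higher in F3 male MSCs was 0.0288 and subset III lower in liver was 0.0440, within the range of the paper's values. For the other 9, neither of the alternatives set before the data were examined, ranks of log2 fold changes and no TMM scaling, closed the gap, and no TMM scaling did not close it for these 2 either. Taking the direction of windows from the sign of the deposited fold change, as above, exchanges the higher and the lower subset of each kind.

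Further differences concern statements of the paper. The paper states that AT- and GC-enriched regions of F3 male MSCs were both hypomethylated in TBT samples, and by the coverage columns 42 windows were higher and 12 lower in TBT in L1, and 394 higher and 146 lower in H2. The paper states that genes in AT-enriched regions were over-expressed in TBT samples of females, and here L1 of F3 female MSCs was -0.0716, lower than its rearrangement mean (one-sided permutation p = 0.0175), while L2 of both generations was not past the threshold. It reports under-expression of genes in GC-enriched regions of TBT females, and here H2 was lower than its rearrangement mean in both generations and H3 was not past the threshold (permutation p = 0.0759 in F3 and 0.0787 in F4). The paper states that genes in hypomethylated isoDMBs of F4 male MSCs were under-expressed and those in hypermethylated isoDMBs over-expressed in TBT samples, and by the coverage columns the indices were 0.101 for isoDMBs lower and -0.0908 for isoDMBs higher in TBT, while for isoDMBs lower in TBT in F4 female MSCs the index was not past the threshold (0.0538, permutation p = 0.331). The paper's location of GO terms in AT- or GC-enriched regions is not set against the values here, which rest on a part of the genes expressed in F3 female MSCs.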

Other observations

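Of the tests below, those of local GC content as a bias of libraries and of other splits of the libraries were chosen only after the results were seen.

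The difference in the GC-AT contrast between TBT and control libraries of F4 male MSCs (0.15, exact p = 0.0397, adjusted over 5 tissues p = 0.198, higher in TBT in 4 of 5 same-numbered pairs) was weighed against the depth of the libraries and against a few genes taking most of the reads. Both relations were past the threshold of 0.05 before adjustment for 10 relations and not after it. For log2 of the gene reads Pearson's r was 0.683 with group means removed (permutation p = 0.0184, adjusted p = 0.0928), Spearman's rho 0.741 (p = 0.0219), and r without the 2 farthest libraries 0.777. For the share of signal in the 10 most abundant genes r was 0.801 (permutation p = 0.0278, adjusted p = 0.0928), rho 0.434 (p = 0.241), and r without the 2 farthest libraries 0.228. With the slope on log2 of the gene reads within groups removed, the difference was 0.11, smaller by 23.9%. With the slope on the top-10 share removed it was 0.13, smaller by 15%. A shrinkage of more than 50% had been set as what either explanation would show. Neither slope removed that much, and depth may account for part of the difference. The shrinkage was estimated without an error, so a larger part is not excluded. The relation to the share of the most abundant genes rested on 2 libraries. In the other tissues, relations past the threshold by r before adjustment were not past it after adjustment either. For the top-10 share in F4 female MSCs r was 0.746 (permutation p = 0.0274, adjusted p = 0.0928), rho 0.660 (permutation p = 0.0602), and r without the 2 farthest libraries 0.790. For log2 of the gene reads in liver r was 0.827 (permutation p = 0.0399, adjusted p = 0.0998), rho 0.976 (permutation p = 0.00347), and r without the 2 farthest libraries 0.643. For the top-10 share in F3 female MSCs r was 0.651 (permutation p = 0.07), rho 0.794 (permutation p = 0.0157), and r without the 2 farthest libraries 0.441.

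If local GC content acted as a bias of libraries, the contrast would vary as much between libraries of a group as between groups. The pooled SD of the libraries exceeded the difference between the groups in 2 of the 4 MSC tissues, F3 female (0.14 against 0.0044) and F4 female MSCs (0.15 against -0.012), and was smaller in F3 male (0.065 against 0.093) and F4 male MSCs (0.10 against 0.15). With group means removed, the contrasts of same-numbered TBT and control libraries were correlated in F3 female (r 0.937) and F4 female MSCs (r 0.772), and not positively in F3 male (r -0.130) and F4 male MSCs (r -0.516). The spread of the female tissues was thus largely shared by both treatments and did not follow the treatment. What same-numbered libraries share is not stated. With the replicate number as a block the difference was not past the threshold in these 4 tissues (exact p = 0.875, 0.125, 0.875 and 0.188 for F3 female, F3 male, F4 female and F4 male MSCs, where 0.0625 is the smallest possible). The GC content of reads was not analysed here, so that a bias of library preparation that follows GC content remains a possible explanation of the spread and cannot be told apart from other sources, nor, in male MSCs, from an effect of ancestral TBT exposure.

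The direction of DMRs by isochore type was weighed against shallow MBD-seq libraries, TBT replicate 5 of F3 male MSCs (9100000 reads), TBT replicate 4 of F4 male MSCs (10800000) and TBT replicate 4 of liver (9400000). Without these libraries the share of windows higher in TBT in H2 and H3 minus that in L1 and L2 was 8.58 percentage points in F3 male MSCs and -46.7 in F4 male MSCs, as with them, and -39.4 in liver, against -39.3 with all libraries. The listed windows were chosen for their difference between groups, so that this test could hardly come out otherwise, and the direction of the DMRs cannot be told apart from an effect of library depth.

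Other splits of the libraries of a tissue into groups of the same sizes were compared with the real one. The real split parts every same-numbered pair of TBT and control libraries, and 16 splits of an MSC tissue and 8 of liver do so, the real one included. The smallest share they can give is above 0.05, so that these counts cannot set the real split apart from a chance split. The real split gave 0 genes with an adjusted p-value under 0.05 under limma in every tissue, which 16 of 16 splits in each MSC tissue and 8 of 8 in liver reached by definition. At an unadjusted p under 0.05 it gave 403 genes in F3 female, 1787 in F3 male, 395 in F4 female and 1571 in F4 male MSCs and 635 in liver, and as many were given by 8, 1, 7 and 5 of 16 splits and by 5 of 8. Splits that part fewer pairs, 84 drawn for each MSC tissue and 27 for liver, gave as many in 75, 8, 68 and 19 of 84 and in 23 of 27. Their median was 775, 632.5, 749, 566 and 829 genes, against 398, 532.5, 373.5, 785 and 640.5 for the splits that part every pair.

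For the mGEBI, the splits used a normal approximation of the Monte Carlo test. The size of the difference between H2 and L2 genes was 0.00592 in F3 female, 0.344 in F3 male, 0.0295 in F4 female and 0.553 in F4 male MSCs and 0.110 in liver. A difference as large was given by 16, 2, 15 and 3 of the 16 splits that part every pair and by 8 of 8 in liver, and by 84, 1, 82 and 4 of 84 and 18 of 27 of the others. An index of the chromosome organization genes as large in size as the real one was given by 2, 16, 1 and 13 of 16 splits and 2 of 8, and by 7, 79, 0 and 69 of 84 and 4 of 27 of the others. The share of splits with calls for H2 and L2 in opposite directions was 86.0%, in 370 of the 430 splits other than the real ones, and between 72.6% and 100% in each tissue, with the real splits counted. The chromosome organization genes were called in 317 of the 430 (73.7%). By tissue this was uneven, with calls in 66.7% to 93.8% of the splits of MSC tissues and in 2 of 8 and 5 of 27 of those of liver. In these data a call of the Monte Carlo test, which treats genes as replicates, was thus frequent in splits that do not follow the treatment, except for chromosome organization in liver. Differences between libraries shared by many genes, whatever their source, may give such calls, so that a call for H2 and L2 in any of the 5 tissues, or for chromosome organization in MSC tissues, does not by itself set the treatment apart from another split. By size, the real split of F4 female MSCs gave a larger chromosome organization index than any other split run, and the difference between H2 and L2 in F3 male MSCs was reached by 1 other split that parts every pair and by 1 of the 84 that do not, but 16 splits that part every pair are too few to tell these from chance. Splits were not run for the DMR subsets and the other GO terms.

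The authors' deposited RNA-seq tests list 0 genes with an FDR under 0.05 in the 4 MSC tissues, with 398, 1873, 465 and 1557 genes at an unadjusted p under 0.05, and 10 in liver, of which 4 were higher in TBT, with 968 at an unadjusted p under 0.05.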
